# Induced pluripotent stem cell-derived cells model brain microvascular endothelial cell glucose metabolism

**DOI:** 10.1186/s12987-022-00395-z

**Published:** 2022-12-09

**Authors:** Callie M. Weber, Bilal Moiz, Sophia M. Zic, Viviana Alpízar Vargas, Andrew Li, Alisa Morss Clyne

**Keywords:** Induced pluripotent stem cells, Brain microvascular endothelial cells, Glucose metabolism

## Abstract

Glucose transport from the blood into the brain is tightly regulated by brain microvascular endothelial cells (BMEC), which also use glucose as their primary energy source. To study how BMEC glucose transport contributes to cerebral glucose hypometabolism in diseases such as Alzheimer’s disease, it is essential to understand how these cells metabolize glucose. Human primary BMEC (hpBMEC) can be used for BMEC metabolism studies; however, they have poor barrier function and may not recapitulate in vivo BMEC function. iPSC-derived BMEC-like cells (hiBMEC) are readily available and have good barrier function but may have an underlying epithelial signature. In this study, we examined differences between hpBMEC and hiBMEC glucose metabolism using a combination of dynamic metabolic measurements, metabolic mass spectrometry, RNA sequencing, and Western blots. hiBMEC had decreased glycolytic flux relative to hpBMEC, and the overall metabolomes and metabolic enzyme levels were different between the two cell types. However, hpBMEC and hiBMEC had similar glucose metabolism, including nearly identical glucose labeled fractions of glycolytic and TCA cycle metabolites. Treatment with astrocyte conditioned media and high glucose increased glycolysis in both hpBMEC and hiBMEC, though hpBMEC decreased glycolysis in response to fluvastatin while hiBMEC did not. Together, these results suggest that hiBMEC can be used to model cerebral vascular glucose metabolism, which expands their use beyond barrier models.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12987-022-00395-z.

## Introduction

Glucose is the primary energy source in the brain [1, 2], and brain glucose hypometabolism has been implicated in neurodegenerative diseases such as Alzheimer’s disease [3–8]. Glucose transport into the brain is dynamically regulated by brain microvascular endothelial cells (BMEC), which together with pericytes and astrocytes form the neurovascular unit (NVU). BMEC have extensive intercellular tight junctions that block paracellular transport of metabolites such as glucose into the brain, allowing diffusion of only lipophilic compounds with a molecular weight less than 400 Da [9] and less than 8 hydrogen bonds with water [10]. Instead, glucose is transported into the brain transcellularly via glucose transporters such as GLUT1.

Peripheral endothelial cells are thought to rely on glycolysis rather than oxidative phosphorylation for ATP production [11, 12], and as such have a small mitochondrial volume [13]. Elevated glycolytic rates reduce peripheral endothelial cell reliance on oxygen, which may both reduce metabolic stress and enhance lactate signaling as endothelial cells undergo angiogenesis into a hypoxic environment [14–16]. In contrast, relatively little is known about BMEC metabolism. BMEC likely also use glucose as their primary energy source. However, BMEC may have a higher metabolic flexibility, since they maintained viability in the absence of glucose [17], have higher mitochondrial volume than peripheral EC [18], and switched to oxidative phosphorylation of glutamate in hypoglycemia [19]. It is therefore essential to understand how glucose that is taken up by BMEC is metabolized versus transported to the NVU and the rest of the brain.

In vitro blood–brain barrier (BBB) models are an important tool for understanding glucose metabolism and transport since in vivo systems are complex and difficult to analyze. Currently, the BBB can be modeled in vitro using human primary BMEC (hpBMEC), the immortalized hCMEC/D3 cell line, or induced pluripotent stem cell derived BMEC-like cells (hiBMEC). hpBMEC are expensive and difficult to obtain, as their isolation is complicated by low yield, mural cell contamination, and ethical issues. hpBMEC are also prone to donor variability and low barrier integrity [20]. hCMEC/D3 cells were developed to overcome some of the hpBMEC limitations; however, these cells also have low barrier integrity and tight junction protein expression [21]. Previous evaluations of hCMEC/D3 cells show they have similar glycolytic and oxidative metabolism to hpBMEC [22]. hiBMEC offer a renewable BMEC source with high barrier integrity and tight junction protein expression [23]. However, recent studies suggest that these cells retain an epithelial-like transcriptomic profile and may therefore not fully recapture the vascular BMEC phenotype [24, 25].

Little is currently known about glucose metabolism in any of the in vitro human BMEC cell lines, and therefore selecting a cell type to use in glucose metabolism and transport studies is challenging. In this study, we compared glucose metabolism between hpBMEC and hiBMEC. We used transcriptomic and metabolomic profiling, together with real-time metabolic analysis, to analyze glucose metabolism in hpBMEC and hiBMEC at baseline and when treated with stimuli known to alter endothelial glucose metabolism. Our data show key differences in baseline hpBMEC and hiBMEC glucose metabolic flux and metabolic enzyme expression; however, both cell types had similar baseline glucose metabolomic profiles. We further show that hpBMEC and hiBMEC respond similarly to most of our tested metabolic stimuli. Together, our data suggest that hpBMEC and hiBMEC provide similar results in an in vitro model of BMEC glucose metabolism.

## Methods

### hiBMEC differentiation

hiBMEC were differentiated using previously established protocols [23]. IMR90 iPSC [26], a generous gift from Dr. Xiaoming He, were maintained in mTeSR-Plus medium (STEMCELL Technologies, 100–0276) on Matrigel (Corning, 354230) and passaged using Versene (Thermo Fisher, 15040066) at 70% confluence. For differentiation, cells at 70% confluence were detached using Accutase (Thermo Fisher, A1110501) and seeded at 150,000 cells/well on Matrigel-coated plates in mTESR-Plus medium containing 10 µM Y-27632 (ROCK inhibitor; Tocris, 1254). Over the subsequent 4 days, medium was changed to E6 (STEMCELL Technologies, 05946) and replaced daily. On day 4, cells were changed to either human endothelial serum free media (hESFM; Thermo Fisher, 11111044) or neurobasal medium (Thermo Fisher, 21103049) supplemented with 2% B27 (Thermo Fisher, 17504001), 20 ng/mL basic fibroblast growth factor (bFGF; Peprotech, 100-18B), and 10 µM retinoic acid (RA; Millipore Sigma, R2625-50MG). Media was not changed on day 5. On day 6, the cells were subcultured at 1 × 10^6^ cells/cm^2^ onto extracellular matrix (ECM) containing 0.4 mg/mL collagen IV (Millipore Sigma, C7521) and 0.1 mg/mL fibronectin (Millipore Sigma, F2006) on 0.4 μm pore Transwell filters (Corning, 3460) or 12-well plates (CELLTREAT, 229112).

### hpBMEC culture

hpBMEC were purchased from Cell Systems (ACBRI 376 V) and only used up to passage 9, since higher passages are associated with decreased proliferation which could alter cell metabolism [27, 28]. Cells were maintained in endothelial cell growth medium-2 microvascular (EGM-2 MV; Lonza, CC-4147) supplemented with 1% glutamine (Thermo Fisher, 25–030-081), 1% penicillin streptomycin (Thermo Fisher, 15140163), and 10% fetal bovine serum (FBS; Cytiva, SH30088.03). For experiments, cells were seeded on 0.4 μm pore Transwell filters or 12-well plates coated with ECM as previously described.

### Astrocyte culture

Primary human astrocytes were a generous gift from Dr. Silvia Muro and used through passage 9. Astrocytes were maintained in Dulbecco’s Modified Eagle Medium (DMEM; Thermo Fisher, A1443001) supplemented with 5.5 mM glucose, 15% FBS, 1% penicillin streptomycin, and 1% glutamine. Conditioned media was collected from confluent astrocytes after 24 h, aliquoted, and frozen until use.

### TEER

To measure transendothelial electrical resistance (TEER), BMEC were subcultured onto 0.4 μm ECM-coated Transwell filters in hESFM with 2% B27, 20 ng/mL bFGF, and 10 µM RA. Every day post-subculture, TEER was measured in triplicate using STX2-Plus electrodes and the Epithelial Volt/Ohm Meter 3 (EVOM3; World Precision Instruments).

### YSI

Media metabolite concentrations were measured using a YSI 2950 Bioanalyzer (Yellow Springs Instruments, 527690). BMEC were subcultured onto 12-well plates in hESFM with 2% B27, 20 ng/mL bFGF, and 10 µM RA. The next day, media was changed to DMEM supplemented with 4.5 mM glutamine, 2% B27, and either 5.5 mM glucose (no treatment), 25 mM glucose, 20% astrocyte conditioned media or 500 nM fluvastatin (Millipore Sigma, SML0038-10MG; Fig. 1). 200 μL media samples were taken from each well of the 12-well plates. Glucose and lactate concentrations were then quantified using the YSI.

**Fig. 1:**
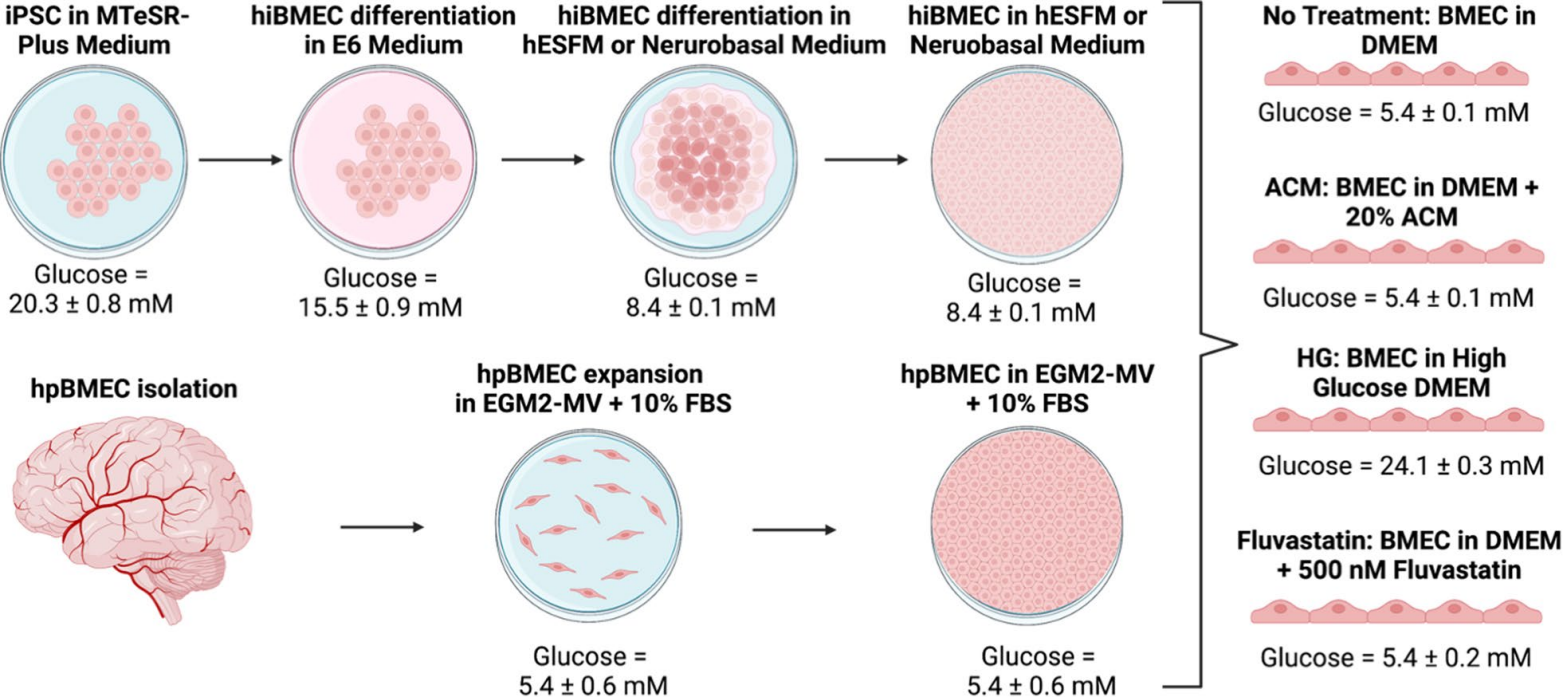
Glucose concentrations in cell culture conditions. Glucose concentrations were measured via YSI at each step of the hiBMEC differentiation process, in hpBMEC culture, and in each treatment media. Concentrations are reported as mean ± standard deviation. n = 12 biological replicates

### Seahorse assays

BMEC glycolysis was measured using the Seahorse Glycolytic Rate Assay (Agilent, 103344–100) and oxidative respiration was measured using the Seahorse Mito Stress Test (Agilent, 103015–100). hiBMEC were subcultured at 100,000 cells/well in a 96-well Seahorse Assay plate in hESFM supplemented with 2% B27, 20 ng/mL bFGF, and 10 µM RA. The next day, media was replaced with hESFM supplemented with only B27. hpBMEC were seeded in the Seahorse Assay plate at 10,000 cells/well in EGM-2 MV and cultured for 48 h. Three days after seeding, all cells were switched to DMEM supplemented with 5.5 mM glucose, 4.5 mM glutamine, and 2% B27. On the day of the assay, media was changed to Seahorse DMEM (Agilent, 103680–100) supplemented with 5.5 mM glucose, 1 mM pyruvate, and 4.5 mM glutamine for 1 h. For the Glycolytic Rate Assay, rotenone + antimycin A (0.5 µM) and 2 deoxyglucose (50 mM) were added to the drug loading cartridge. For the Mito Stress Test, oligomycin (1.5 µM), FCCP (0.5 µM), and rotenone + antimycin A (0.5 µM) were added to the drug loading cartridge. Glycolytic proton efflux rate (GlycoPER, glycolysis) and oxygen consumption rate (OCR, oxidative respiration) were measured using a Seahorse XF96 (Agilent) and analyzed using Seahorse analytics software. To normalize rates to cell count, Seahorse plates were fixed with 4% PFA, stained with Hoescht (Thermo Fisher 62249, 1:2000), washed twice with PBS, and imaged using an Eclipse Ti2 spinning disk confocal microscope (Nikon) with a 10X objective.

### Immunofluorescence microscopy

For immunofluorescence, BMEC were subcultured on glass coverslips. Cells were fixed in 4% paraformaldehyde (PFA; Millipore Sigma, P6148) for 20 min, after which they were blocked and permeabilized in 5% normal goat serum (Millipore Sigma, S26) with 0.2% TritonX-100 (Alfa Aesar, A16046) in phosphate buffered saline (PBS; Thermo Fisher, 70011069) for 1 h. Cells were incubated in primary antibodies for GLUT-1 (Thermo Fisher, 21829–1-AP, 1:100), zona occludins-1 (ZO-1; Cell Signaling Technology, 13663S, 1:100), and occludin (Cell Signaling Technology, 91131S, 1:100) overnight at 4°C. Cells were then incubated in a goat-anti-rabbit secondary antibody (Thermo Fisher, A-11012, 1:1000) with Hoechst (Thermo Fisher, 62249, 1:2000) for 1 h. Samples were imaged using an Eclipse Ti2 spinning disk confocal microscope (Nikon) with a 60× oil objective.

### RNA-Sequencing

hiBMEC RNA was isolated using a phenol/chloroform isolation protocol [29] and quantified using a Nanodrop 2000c (Thermo Fisher). RNA was sequenced at Novogene (Sacramento, CA) using a NovaSeq 6000 with 105-bp paired end reads. Reads were trimmed and mapped to the human genome and converted to fragments per kilobase of transcript per million mapped reads (FPKM) using Galaxy open-source software. RNA sequencing data from hpBMEC was accessed using publicly available data [24, 30, 31].

### Western blots

hiBMEC and hpBMEC were grown to confluence in their respective media and then changed to DMEM supplemented with 5.5 mM glucose, 4.5 mM glutamine, and 2% B27 for 24 h. After treatment, cells were lysed in RIPA buffer (Thermo Fisher, 89901) supplemented with Halt Protease and Phosphatase Inhibitor (Fisher Scientific, PI78440), and protein was quantified via BCA assay (Thermo Fisher, 23225). 3.5 µg/µL protein, 7.5 µL sample buffer (Thermo Fisher, NP0008) and 3 µL reducing agent (Thermo Fisher, NP0009) were combined, heated to 37°C (GLUT1) or 70°C (all other proteins) for 5 min, then loaded in 4–12% Bis–Tris gels (Thermo Fisher; NP0323). Samples were transferred to nitrocellulose or polyvinylidene fluoride membranes (Thermo Fisher, IB23001 and IB24001) using an iBlot2 (Thermo Fisher, IBL21001), blocked for 1 h in 5% bovine serum albumin (Millipore Sigma, 126609) in PBS containing 0.5% Tween 20 (Thermo Fisher, 85,113), and incubated in primary antibodies (Table 1) overnight. The next day, membranes were incubated for 2 h in the respective secondary antibody (Table 1) and imaged using an Alpha Innotech Fluorchem Imager (Protein Simple). Band intensities were analyzed using AlphaView software.

**Table 1:** Western blot antibodies

Antibody Name	Company	Catalog Number
GLUT1	Thermo Fisher	21829–1-AP
HXK I	Santa Cruz Biotechnology	sc-46695
HXK II	Santa Cruz Biotechnology	sc-374091
GPI	Santa Cruz Biotechnology	sc-365066
PFKFB3	Cell Signaling Technology	13123S
PFK1	Santa Cruz Biotechnology	sc-166722
AldoA	Santa Cruz Biotechnology	sc-390733
GAPDH	Cell Signaling Technology	2118S
PGK	Santa Cruz Biotechnology	sc-48342
PGM-1	Santa Cruz Biotechnology	sc-373796
α-Enolase	Santa Cruz Biotechnology	sc-100812
PKM	Santa Cruz Biotechnology	sc-365684
LDH	Santa Cruz Biotechnology	sc-133123
CPT1A	Cell Signaling Technology	12252S
CPT1B	ABCAM	ab134135
Citrate Synthetase	ABCAM	ab96600
IDH1	Cell Signaling Technology	8137S
IDH2	Millipore Sigma	HPA007831
ß-Actin	Santa Cruz Biotechnology	sc-47778
Anti-mouse IgG (H + L), HRP Conjugate	Promega	W4021
Anti-rabbit IgG (H + L), HRP Conjugate	Promega	W4011

### Metabolic mass spectrometry

Both hiBMEC and hpBMEC were cultured for 24 h in serum-free DMEM (Thermo Fisher, A1443001) supplemented with 2% B27, 200 mM L-glutamine, and 5.5 mM U-^13^C_6_-glucose (Fisher Scientific, NC9207695). The medium was then removed, and 80:20 methanol:water (extraction solvent) was added to cells for 15 min at −80°C. Cells were scraped in the extraction solvent, vortexed, and then centrifuged at 16,000 g for 10 min at 4°C to pellet debris. Cell metabolite extracts were then shipped to the University of Colorado School of Medicine Metabolomics Core. Samples were randomized and 8 µL was injected onto a Q Exactive mass spectrometer (MS) by a Vanquish ultra-high performance liquid chromatograph (UHPLC; ThermoFisher, San Jose, CA, USA) as described previously [32]. Electrospray ionization was used to introduce eluent to the MS, which scanned in full MS mode (2 µscans) over 65–950 m/z. Technical mixes were injected approximately every ten samples to determine instrument stability [33]. Metabolites were manually annotated and integrated with Maven (Princeton University) in conjunction with the KEGG database. Peak quality was determined using blanks, technical mixes, and ^13^C natural abundance [34]. Isotope labeling was corrected using the IsoCor Python package [35]. Metabolite pool size was analyzed using Metaboanalyst 5.0 [36].

### Statistics

Statistics were analyzed in GraphPad Prism. Non-parametric Mann–Whitney tests were used to compare datasets, and data were considered biologically significant if p < 0.05 and Log_2_FC > 0.6. RNA-sequencing fold change was considered biologically significant with Log_2_FC > 0.6. Significance of metabolomics data was corrected using the Benjamini–Hochberg correction and was considered biologically significant if Log_2_FC > 2.32.

## Results

hiBMEC are increasingly used as a human in vitro BBB model for drug delivery and disease modeling [37, 38]. As brain glucose hypometabolism is a common indicator of neurodegenerative diseases, we are interested in using hiBMEC to study glucose transport across the BBB. Since glucose is metabolized as well as transported by BMEC, in this study we compared hiBMEC and hpBMEC glucose metabolism.

### hiBMEC have higher barrier function but lower glycolytic rate relative to hpBMEC

We first confirmed the glucose transporter and barrier proteins of hpBMEC and hiBMEC using immunofluorescent imaging for GLUT1 and tight junction proteins ZO-1 and occludin (Fig. 2A). TEER was then used to analyze hpBMEC and hiBMEC barrier function. hiBMEC had a higher maximum TEER (5555 Ω x cm^2^) compared to hpBMEC (283 Ω x cm^2^; p < 0.0001; Fig. 2B), which is similar to previously reported values [20, 23, 39–41].

**Fig. 2:**
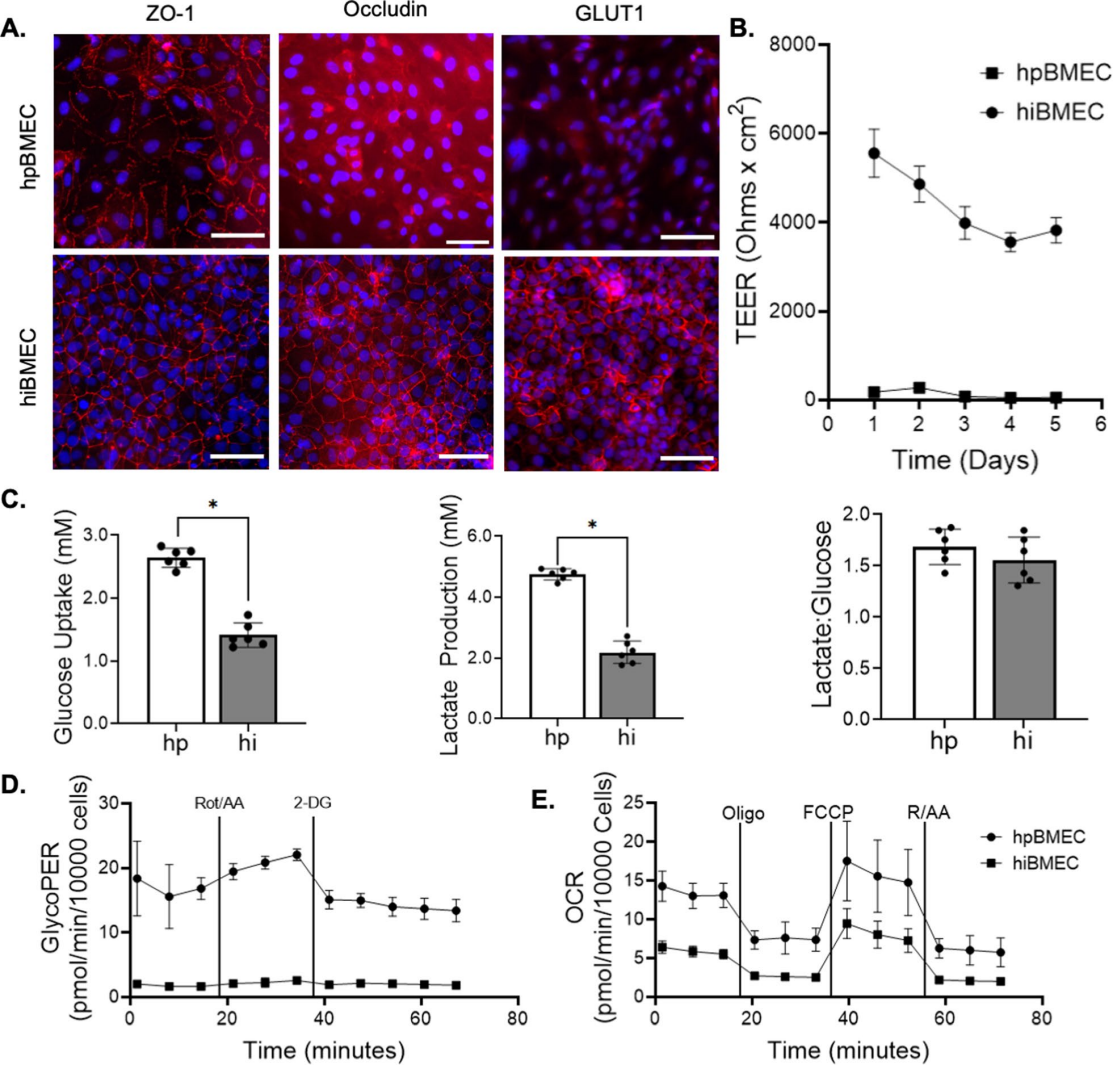
hpBMEC had higher glycolytic and oxidative glucose metabolism than hiBMEC, but similar proportions of glycolytic glucose metabolism. **A** Representative confocal images of GLUT1, ZO-1, occludin (all red), and hoechst (nuclei, blue) in hpBMEC and hiBMEC. Scale = 100 µm. **B** TEER of hpBMEC and hiBMEC measured on confluent monolayers on 0.4 µm pore Transwell filters. **C** Glucose uptake, lactate production, and lactate:glucose ratio in hpBMEC and hiBMEC cultured in 5.5 mM glucose over 24 h, as measured by YSI. **D** GlycoPER (glycolysis) and **E **OCR (oxidative respiration) in hpBMEC vs. hiBMEC measured via Seahorse assays, normalized to cell count. n = 6 biological replicates; *p < 0.05 using a Mann–Whitney

We next measured BMEC glucose metabolism via glycolysis and oxidative respiration. hpBMEC took up more glucose (2.64 mM vs. 1.41 mM; p = 0.002) and produced more lactate (4.75 mM vs. 2.19 mM; p = 0.002) compared to hiBMEC (Fig. 2C). However, the lactate:glucose ratio (~1.6 ± 0.2) was similar between hpBMEC and hiBMEC, indicating that in both cell types, a similar proportion of glucose was metabolized via glycolysis. Similarly, hpBMEC demonstrated higher basal GlycoPER (glycolysis; 16.80 vs. 1.65 pmol/min/1000 cells; p < 0.0001) and OCR (oxidative respiration; 13.07 vs. 5.52 pmol/min/1000 cells; p < 0.0001) compared to hiBMEC (Fig. 2D, E). Both cell types responded similarly to metabolic manipulation, including oligomycin (inhibits mitochondrial ATP synthase), FCCP (depolarizes mitochondrial membrane potential to maximize mitochondrial respiration), and rotenone/antimycin (shuts down mitochondrial respiration). Both cell types also produced more ATP from glycolysis than from oxidative respiration (Additional file 1: Fig. S1 A, B). However, hpBMEC had higher glycolytic capacity (366%; p < 0.0001), maximal respiration (363%; p < 0.0001), proton leak (505%; p < 0.0001), spare capacity (528%; p < 0.0001), and ATP-linked respiration than hiBMEC (243%; p < 0.0001; Additional file 1: Fig. S1 C-G).

### hpBMEC and hiBMEC metabolomic profiles differ primarily in acylcarnetines

To analyze global similarities and differences in hpBMEC and hiBMEC intracellular metabolites, we labeled cells with uniformly labeled glucose and then examined metabolite pool sizes as well as fractional enrichment patterns with LC–MS. We first used principal component analysis (PCA) to determine whether the hpBMEC and hiBMEC total metabolite pools segregated independently of labeling. hpBMEC and hiBMEC metabolomes separated along both components (Fig. 3A, PC1 = 38%, PC2 = 21.4%), indicating key metabolomic differences between the two cell types. Of the 150 metabolites detected, 12 were statistically significantly different and the differences were of biologically relevant scale (Log_2_FC > 2.32) between hpBMEC and hiBMEC (Fig. 3B). Two of these metabolites, argininosuccinate (Log_2_FC = 19.98 and p < 0.0001) and cystathione (Log_2_FC = 17.64 and p < 0.0001), were detected in hiBMEC but not in hpBMEC. Of the remaining metabolites, there were four acylcarnitines, two representatives from nucleotide metabolism, two from glutathione homeostasis, and one each from arginine/proline metabolism and glycolysis. The sole glycolytic metabolite was a phosphohexose glycolytic intermediate (such as glucose-6-phosphate, glucose-1-phosphate, and/or fructose-6-phosphate); however, its exact identity could not be deciphered due to overlap of signal among these compounds.

**Fig. 3:**
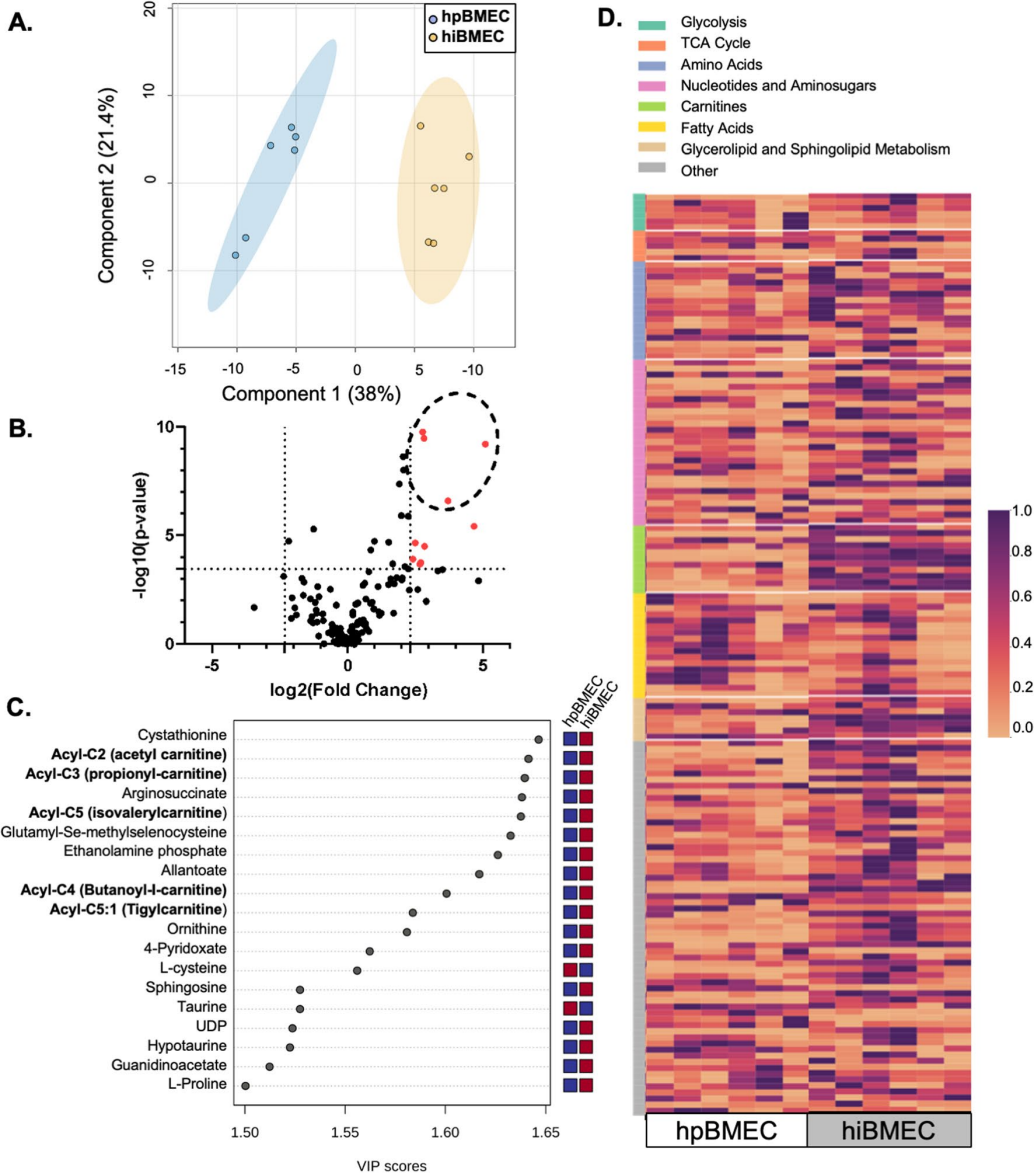
Metabolomic abundance profiling showed hpBMEC and hiBMEC have distinct metabolomes, largely driven by changed in acyl-carnitines. **A** Partial least squares discriminant analysis (PLS-DA) of metabolic LC–MS data from hpBMEC and hiBMEC cultured with 5.5 mM U-^13^C_6_-glucose for 24 h. **B** Log_2_(fold change) versus -log_10_(p-value), identifying metabolites that are statistically significantly different following Bonferroni correction (p < 0.0003) and biologically relevant (fold change > 2.32). Acyl-carnitines are circled. Plot generated in MetaboAnalyst 5.0. **C** Variable importance in projection (VIP) scores plot, showing metabolites with VIP scores greater than 1.50. Red box = higher and blue box = lower in each cell type. Generated in MetaboAnalyst 5.0. **D** Metabolomic heat map, organized by metabolomic subsystem. n = 6 biological replicates

Partial-least squares discriminant analysis (PLS-DA), a supervised technique that maximizes variance between classes, was then used to identify variables that drove the glucose metabolic differences between hpBMEC and hiBMEC. Nineteen metabolites had variable importance in projection (VIP) scores greater than 1.5 (Fig. 3C); however, none of these metabolites is primarily involved in glycolytic, glycolytic side branch, or TCA cycle pathways. Finally, we used heat maps and hypergeometric analysis to identify statistically significant changes in metabolic pathways (Fig. 3D, Additional file 1: Table S1). Metabolite pool sizes were overall similar between the cell types. Twelve metabolic pathways had at least one metabolite that was statistically different between the hpBMEC and hiBMEC; however, we found statistically significant changes only in acylcarnitine (p = 0.014) and urea cycle (p = 0.0245) pathways.

### Glycolytic enzymes, but not labeled metabolite fraction, differ between hpBMEC and hiBMEC

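RNA sequencing covered 3 biological replicates of hiBMEC, which are BMEC-like cells differentiated from IMR90-iPSC, an induced pluripotent stem cell line made from human lung fibroblasts. The hpBMEC libraries were not analysed here, so no fold change between the cell types was recomputed and all values are hiBMEC levels. Libraries were sequenced as 105-bp paired end reads. The authors trimmed the reads, mapped them to the human genome and converted them to FPKM in Galaxy, and deposited for each library the FPKM of 159322 transcript rows and the raw counts of 59471 genes. Every FPKM value above 0 was a whole number of fragments divided by a whole transcript length and by a single total per library. These totals were 20668441, 23371866 and 23137442 fragments in replicates 1, 2 and 3, and the gene counts summed to 28018481, 31366800 and 31425693. The median gene had 1.98 counts per fragment, so the gene counts tallied the mates of a pair separately. Where a gene had several transcript rows, the longest transcript with a value above 0 in any library was taken. The paper's text does not name the row it used. A value of 0 allows up to 3 fragments, and this limit covers counting error only, because fragments copied by PCR are not independent molecules. As a check for a library deposited more than once, fragments per gene were compared between pairs of libraries. The chi-square per gene had a mean of 3.70 to 5.60 and a median of 1.15 to 1.69, and the 3 libraries were treated as separate samples. The biological coefficient of variation of the gene counts was 0.0889, which can include counting noise because mates were tallied separately. In every library, 13005 genes reached an FPKM of at least 1. Raising the limit to 5 left 8287 genes, the largest move among the alternatives. Log2 ratios between genes were computed within each library and tested with a two-sided exact sign-flip permutation test, for which 3 libraries allow no p-value under 0.25.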

Since metabolism is partially driven by glucose transporter and glycolytic enzyme levels, we used RNA sequencing and Western blots to determine differences between hpBMEC and hiBMEC. Glucose transporter GLUT1 was upregulated in hiBMEC compared to hpBMEC (Log_2_FC > 0.6; Fig. 4A). 

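GLUT1 is encoded by SLC2A1, which lies on the minus strand of chromosome 1 from 42925375 to 42959176 in the GENCODE release 29 annotation of GRCh38. SLC2A1 had 131 ± 2.73 FPKM (SD, n = 3) in hiBMEC, from 9944 to 11319 fragments per library. This level lay at the 98.2 percentile of the genes detected, and the 3 libraries ranged from 127.9 to 133.3 FPKM. Across hiBMEC, SLC2A1 made up 13.8% ± 0.66 (SD, n = 3) of the summed FPKM of the 11 glucose transporter genes examined.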

Glycolytic enzymes hexokinase 2 (HK2), glutamine-fructose-6-phosphate transaminase (GFAT), phosphofructokinase, liver (PFKL), phosphofructokinase, muscle (PFKM), phosphoglucomutase (PGM), and lactate dehydrogenase B (LDHB) were also upregulated in the hiBMEC compared to hpBMEC (Log_2_FC > 0.6). However, hexokinase 1 (HK1), 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3 (PFKFB3), phosphofructokinase, platelet (PFKP), and lactate dehydrogenase A (LDHA) were downregulated in hiBMEC compared to hpBMEC (Log_2_FC > 0.6; Fig. 4A). 

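In hiBMEC, PFKL had 36.6 ± 1.67 FPKM and PFKM had 25.3 ± 0.282 FPKM (SD, n = 3 for both). GFAT is encoded by GFPT1, which had 12.9 ± 0.564 FPKM (SD, n = 3) and made up 98.2% ± 0.63 (SD, n = 3) of the summed FPKM of GFPT1 and GFPT2. For PGM, the supplementary gene table gives phosphoglycerate mutase, so both readings were measured. PGM1, a phosphoglucomutase gene, had 6.76 ± 0.764 FPKM, and PGAM1, a phosphoglycerate mutase gene, had 75.2 ± 1.18 FPKM (SD, n = 3 for both). LDHB had the highest deposited FPKM of these genes, at 310 ± 4.98 (SD, n = 3) from 9705 to 11326 fragments per library. The gene counts of LDHB were 293 to 837 per library, or 0.0576 counts per fragment, so its level is uncertain. In GENCODE release 29, 33.4% of its exon length overlaps another gene on the same strand.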

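PFKP had 14.4 ± 1.06 FPKM and LDHA had 35.4 ± 2.76 FPKM (SD, n = 3 for both) in hiBMEC. Within each library, PFKL exceeded PFKP by a log2 ratio of 1.35 ± 0.05 and PFKM exceeded PFKP by 0.81 ± 0.09 (SD, n = 3, two-sided exact sign-flip permutation test, p = 0.25 for both, the smallest that 3 libraries allow). PFKL, PFKM and PFKP made up 47.9%, 33.2% and 18.9% of their summed FPKM. LDHB exceeded LDHA in all 3 libraries, with a log2 ratio of 3.13 ± 0.12 (SD, n = 3, two-sided exact sign-flip permutation test, p = 0.25). When the gene counts replaced the deposited FPKM, this ratio became -2.13, with LDHA above LDHB.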

All other enzymes were similar for hiBMEC and hpBMEC. 

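The genes of the enzymes shown as similar in Fig. 4A spanned a wide range of levels in hiBMEC. GAPDH had 679 ± 7.97 FPKM and ENO1 had 197 ± 3.22 FPKM (SD, n = 3 for both). PKM had 143.5 to 151.7 FPKM in the 3 libraries. ALDOA had 93.9 ± 3.71 FPKM and PGK1 had 56.8 ± 2.04 FPKM (SD, n = 3 for both). GPI had 17.6 ± 0.77 FPKM (SD, n = 3), lower than PGK1 by more than the SD of either gene. Reads of GAPDH, ENO1 and PGK1 can also map to pseudogenes, so the levels of these 3 genes are uncertain. ALDOA had only 73 to 99 gene counts per library, or 0.0229 counts per fragment, and with the gene counts its level was 1.59 FPKM, so it is uncertain by more than the SD. In the annotation, 42.3% of the exon length of ALDOA overlaps another gene on the same strand. All 19 genes examined for Fig. 4A reached an FPKM of at least 1 in every library. The paper compares each gene's hiBMEC level with its hpBMEC level and states that RNA and protein showed mixed differences.

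**Figure D1:**
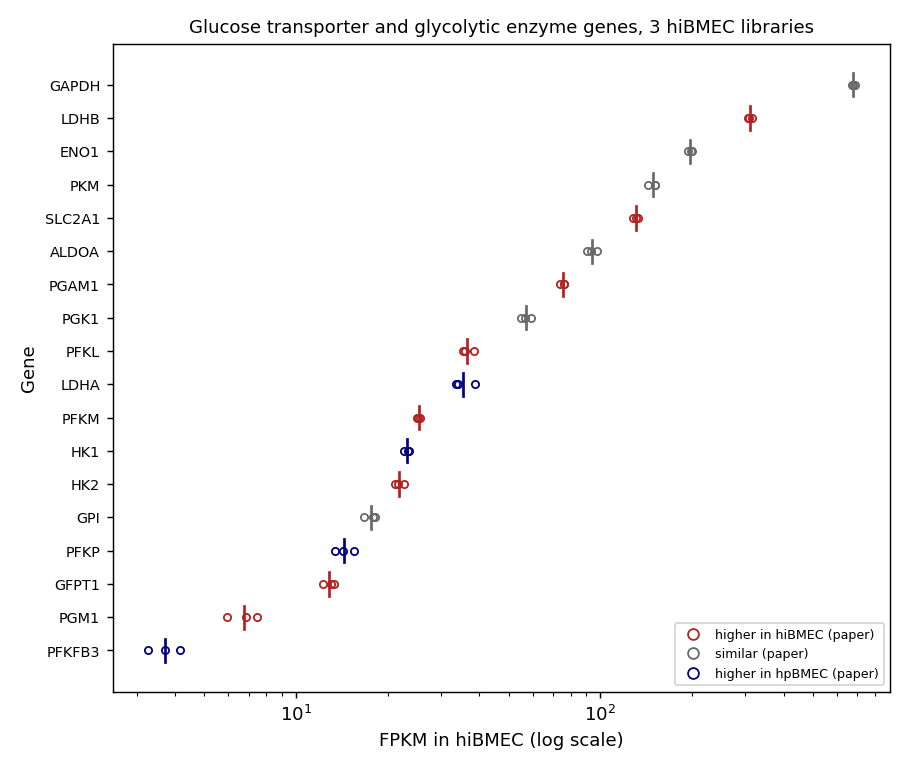
FPKM of those genes of Fig. 4A that are named in the text, in hiBMEC, on a log axis. Open circles are the 3 libraries, vertical bars are their means, and the color gives the direction the paper reports against hpBMEC. Mean levels run from 3.72 FPKM for PFKFB3 to 679 FPKM for GAPDH.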

Protein levels overall agreed with the RNA data, although protein changes for G6PDH, GPI, ALDOA, PGK, and PKM reached statistical significance (p < 0.05 and Log_2_FC > 0.6; Fig. 4B, C) while RNA changes did not. GLUT1, HK1 and PGM, which were statistically significantly different in the RNA data, did not significantly change in the protein analysis. Western blots for PFK1 and LDH used non-isoform-specific antibodies and showed that despite differences in RNA expression for the different isoforms, PFK1 protein overall was higher (p = 0.0012) while LDH protein overall was lower in hiBMEC compared to hpBMEC (p < 0.0001). 

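PFKFB3, on the plus strand of chromosome 10 from 6144934 to 6254644 in GENCODE release 29 of GRCh38, had 3.72 ± 0.448 FPKM (SD, n = 3) in hiBMEC. This came from 348 to 400 fragments per library and lay at the 24.4 percentile of the genes detected. The FPKM was 4.17, 3.72 and 3.27 in replicates 1, 2 and 3. PFKFB3 made up 42.5% ± 2.9 and PFKFB4 made up 37.3% ± 1.9 (SD, n = 3 for both) of the summed FPKM of the 4 PFKFB genes.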

Only PFKFB3 disagreed between the RNA and protein data, with PFKFB3 RNA lower in hiBMEC (Log_2_FC = −1.37) and PFKFB3 protein higher in hiBMEC (Log_2_FC = 1.51; p < 0.0001). Overall, glycolytic enzyme RNA and protein levels showed mixed differences between hiBMEC and hpBMEC. Isotope labeling with U-^13^C_6_-glucose revealed no significant differences in the labeled enrichment of intracellular glycolytic (Fig. 4D) or glycolytic side branch pathway metabolites (Fig. 4E) in hpBMEC and hiBMEC.

**Fig. 4:**
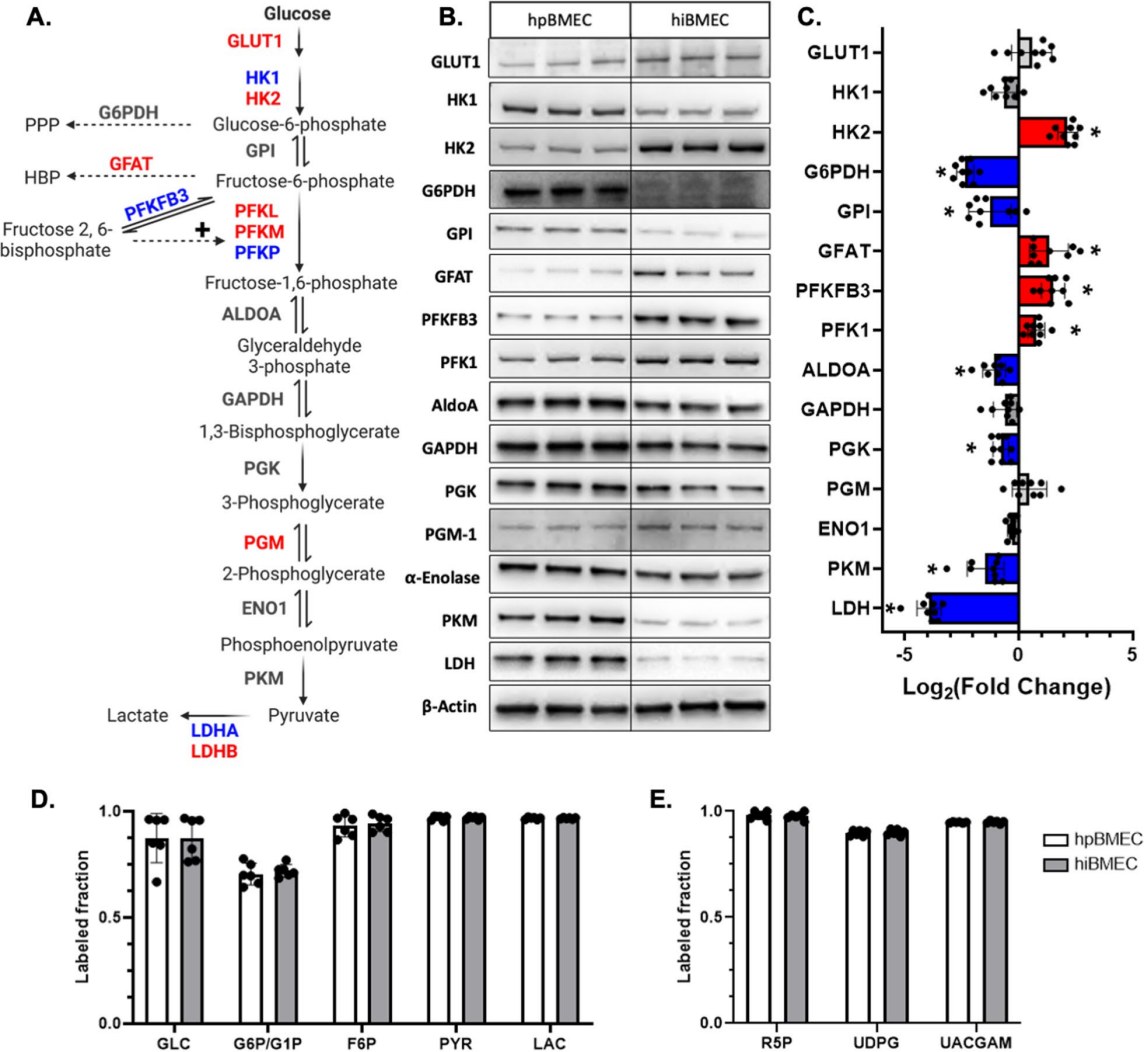
hpBMEC and hiBMEC showed differences in glycolytic enzyme gene and protein levels, but similar U-^13^C_6_-glucose labeled metabolite fractions. **A** Glucose transporter, glycolysis, and glycolysis side branch pathway enzyme gene expression, measured by RNA sequencing. Red = higher in hiBMEC, blue = higher in hpBMEC (LogFC > 0.6). n = 3 biological replicates. **B**, **C** Western blots with quantification of glucose transporter and glycolytic enzyme protein levels from hpBMEC and hiBMEC. Red = higher in hiBMEC, blue = higher in hpBMEC (significant with p < 0.05, LogFC > 0.6). Blots shown are representative of three separate experiments. n = 9 biological replicates. **D**, **E** Glucose labeled fraction of glycolytic (**D**) and glycolytic side branch pathway (**E**) metabolites in hpBMEC and hiBMEC incubated with U-^13^C_6_-glucose for 24 h and then analyzed by LC–MS. n = 6 biological replicates. *p < 0.05 and LogFC > 0.6 using a Mann–Whitney test

### Mitochondrial metabolic enzymes, but not labeled metabolite fractions, differ between hpBMEC and hiBMEC

Metabolite pool size data suggested that hpBMEC and hiBMEC had large differences in acyl carnitines, which are important in mitochondrial metabolism. We therefore examined enzymes involved in mitochondrial metabolism, specifically the TCA cycle and fatty acid oxidation (FAO), by RNA sequencing and Western blot. 

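Of the 36 TCA cycle and FAO genes shown in Fig. 5A, 33 reached an FPKM of at least 1 in every hiBMEC library. The exceptions were FABP3, FABP4 and CPT1A. With the gene counts the number was also 33, but CPT1B, at 0.731 FPKM, fell under the limit and FABP3 did not. FABP3 had 0.612 ± 0.0692 FPKM (SD, n = 3) on its longest transcript, from 27 to 33 fragments per library, but 2.01 FPKM on its transcript of highest mean FPKM and 2.12 FPKM from the gene counts, so it falls under the limit only with the longest transcript. FABP4 had 0 fragments in each of the 3 libraries, which allows up to 3 fragments per library. FABP5 had the highest level of the set in the deposited FPKM at 77.8 ± 3.52 (SD, n = 3), while with the gene counts IDH1 was higher, at 101.6 against 68.5 FPKM. Reads of FABP5 can also map to pseudogenes. HADHA had 35.7 ± 0.276 FPKM, SDHB had 15.4 ± 1.18 FPKM and ACO1 had 7.16 ± 0.509 FPKM (SD, n = 3 for each). MDH1, ACAA2, SDHC and ACAA1 had 48.2, 30.9, 19.3 and 11.9 FPKM. SDHA had 17.2 ± 1.46 FPKM (SD, n = 3) but only 0.184 counts per fragment in the gene counts, so its level is uncertain.

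**Figure D2:**
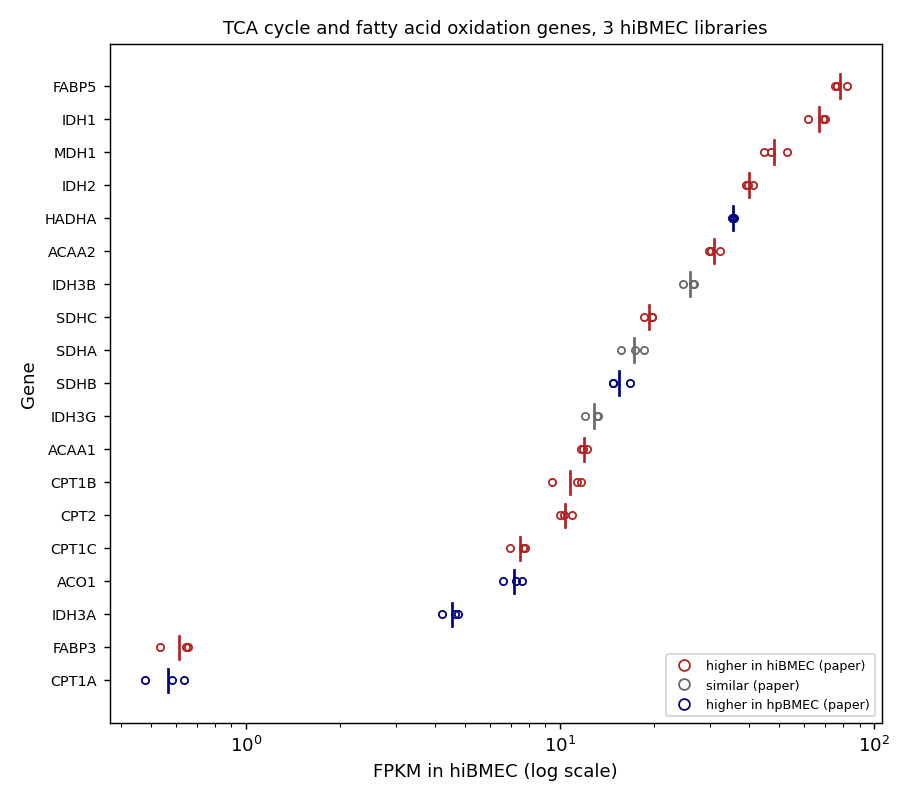
FPKM of those TCA cycle and FAO genes of Fig. 5A that are named in the text, in hiBMEC, on a log axis, without FABP4, which had 0 fragments. Open circles are the 3 libraries, vertical bars are their means, and the color gives the direction the paper reports against hpBMEC. Mean levels run from 0.564 FPKM for CPT1A to 77.8 FPKM for FABP5.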

From the RNA sequencing, 12 enzymes associated with the TCA cycle and FAO were upregulated and 6 were downregulated in hiBMEC compared to hpBMEC (Fig. 5A). 

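In hiBMEC, IDH1 had 66.9 ± 4.64 FPKM, IDH2 had 40.0 ± 1.05 FPKM and IDH3A had 4.53 ± 0.286 FPKM (SD, n = 3 for each). IDH1 exceeded IDH2 in all 3 libraries by a log2 ratio of 0.74 ± 0.14 and exceeded IDH3A by 3.88 ± 0.17 (SD, n = 3, two-sided exact sign-flip permutation test, p = 0.25 for both, the smallest possible). The other subunit genes, IDH3B and IDH3G, had 26.0 ± 1.09 and 12.8 ± 0.655 FPKM (SD, n = 3 for both). IDH3A came from 261 to 287 fragments per library, and 38.9% of its exon length overlaps a gene on the opposite strand in GENCODE release 29, which can lower its gene counts.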

Two isoforms of the rate-limiting TCA cycle enzyme, isocitrate dehydrogenase 1 and 2 (IDH1, IDH2) were upregulated in hiBMEC as compared to hpBMEC (Log_2_FC = 1.66 for IDH1; Log_2_FC = 0.67 for IDH1), while IDH3A was downregulated (Log_2_FC = −0.84). Carnitine palmitoyltransferase 1A and 1B (CPT1A, CPT1B) are rate limiting FAO enzymes responsible for fatty acid transport from the cytoplasm through the outer mitochondrial membrane. CPT1A gene expression was downregulated in hiBMEC as compared to hpBMEC (Log_2_FC = −5.83), while CPT1B gene expression was upregulated in hiBMEC (Log_2_FC = 8.44). 

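CPT1A, on the minus strand of chromosome 11 from 68754620 to 68844410 in GENCODE release 29 of GRCh38, had 0.564 ± 0.0803 FPKM (SD, n = 3) in hiBMEC, from 58 to 78 fragments per library. CPT1B, on the minus strand of chromosome 22 from 50568861 to 50578465, had 10.8 ± 1.21 FPKM (SD, n = 3), from 639 to 799 fragments. CPT1B exceeded CPT1A by a log2 ratio of 4.26 ± 0.06 (SD, n = 3, two-sided exact sign-flip permutation test, p = 0.25, the smallest possible). In the gene counts, CPT1B had only 59, 75 and 61 counts in replicates 1, 2 and 3, while CPT1A had 127, 160 and 115, and the log2 ratio was -0.20. In the annotation, 66.4% of the exon length of CPT1B is shared with the read-through gene CHKB-CPT1B on the same strand, from 50568869 to 50582965. CHKB-CPT1B had 15.0 ± 0.97 FPKM (SD, n = 3), and fragments on the shared exons enter the FPKM of both genes. CPT1C had 7.46 ± 0.429 FPKM (SD, n = 3).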

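CPT2 had 10.4 ± 0.452 FPKM (SD, n = 3) in hiBMEC, from 698 to 736 fragments per library, and lay at the 60.1 percentile of the genes detected. Its gene counts were 708 to 739 per library, or 1.00 count per fragment.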

RNA expression of CPT2, which is responsible for fatty acid transport through the inner mitochondrial membrane, was upregulated in hiBMEC as compared to hpBMEC (Log_2_FC = 0.96). Protein levels also largely followed the RNA expression (Fig. 5B, C), although CPT1B protein levels were lower while RNA expression was higher in hiBMEC as compared to hpBMEC (Log_2_FC = −1.06, p = 0.0019). Despite these changes in TCA cycle and FAO enzymes, isotopomer analysis of cells labeled with U-^13^C_6_-glucose revealed no significant differences in the glucose labeled fraction of TCA metabolites (Fig. 5D).

**Fig. 5:**
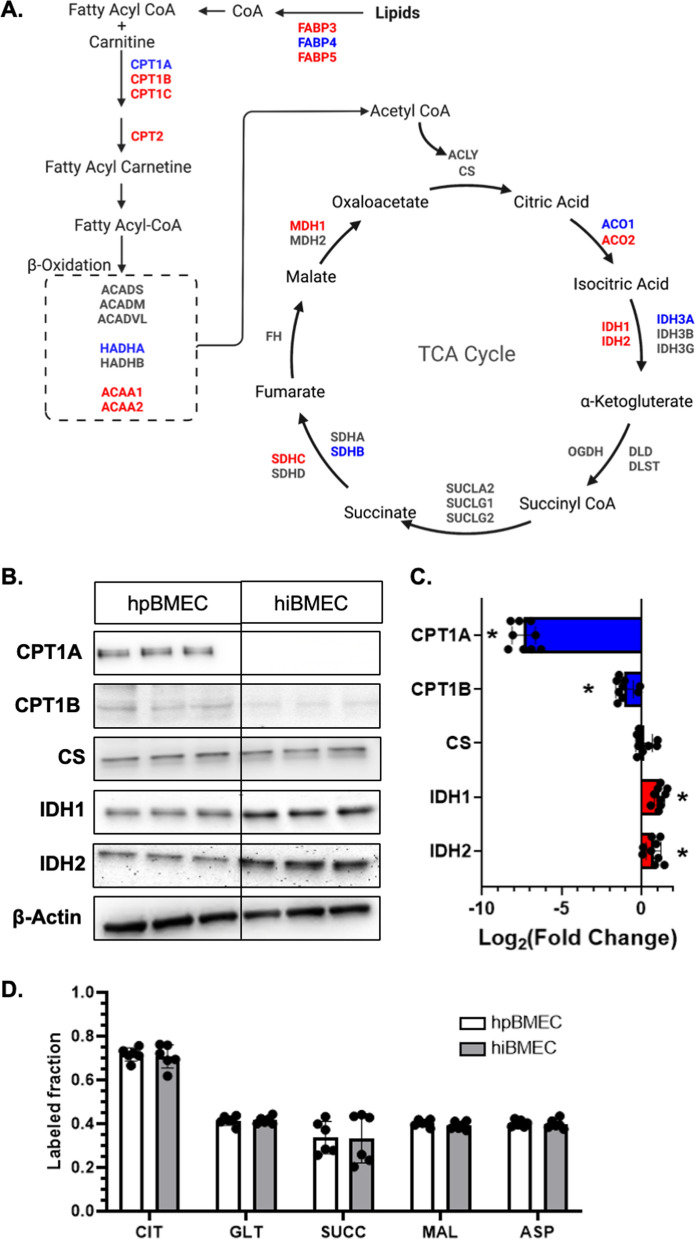
hpBMEC and hiBMEC had different TCA and FAO gene and protein levels, but similar U-^13^C_6_-glucose labeled metabolite fractions. **A** TCA cycle and FAO enzyme expression, measured by RNA sequencing. Red = higher in hiBMEC, blue = higher in hpBMEC (LogFC > 0.6). n = 3 biological replicates. **B**, **C** TCA cycle and FAO enzyme protein levels, measured by Western blot. Red = higher in hiBMEC, blue = higher in hpBMEC (significant with p < 0.05, LogFC > 0.6). Blots shown are representative of three separate experiments. n = 9 biological replicates. **D** Glucose labeled fraction of TCA metabolites in hpBMEC and hiBMEC incubated with U-^13^C_6_-glucose for 24 h and then analyzed by LC–MS. n = 6 biological replicates. *p < 0.05 and LogFC > 0.6 using a Mann–Whitney test

### hpBMEC and hiBMEC metabolism responded similarly to extracellular stimuli

Finally, we determined if hpBMEC and hiBMEC had similar glucose metabolic responses to external stimuli. Cells were treated for 24 h with 20% astrocyte conditioned media (ACM), high glucose media (25 mM), or 500 nM fluvastatin, after which metabolism was measured with YSI and Seahorse assays. hpBMEC treated with 20% ACM increased glucose uptake (2.22 mM vs. 4.89 mM; p < 0.0001) and lactate production (7.67 mM vs. 5.05 mM; p < 0.0001), but the hiBMEC did not (Fig. 6A). ACM increased GlycoPER in both hpBMEC (14%; p = 0.0065) and hiBMEC (33%; p < 0.0001), while ACM decreased OCR in the hiBMEC only (29%; p < 0.0001; Fig. 6B-C). High glucose increased glucose uptake (2.22 mM vs. 4.42 mM; p = 0.0032) and lactate production (7.13 mM vs. 5.05 mM; p = 0.0009) in both hpBMEC and hiBMEC (Fig. 6D). High glucose also significantly increased GlycoPER (11%, p < 0.0001 in hpBMEC; 9%, p = 0.0001 in hiBMEC) and decreased OCR (32%, p = 0.0003) in hpBMEC; 42%, p < 0.0001 in hiBMEC; Fig. 6E). Finally, we treated BMEC with a statin, since statins have been shown to impair cellular glucose uptake in addition to inhibiting HMG-CoA reductase [42]. Fluvastatin decreased glucose uptake (2.22 mM vs. 1.71 mM; p = 0.0104) and lactate production (5.05 mM vs. 3.05 mM; p < 0.0001) in hpBMEC but not in hiBMEC, and GlycoPER similarly decreased in hpBMEC (16%; p < 0.0001) but not in hiBMEC. OCR was unaffected in both cell types by fluvastatin treatment.

**Fig. 6:**
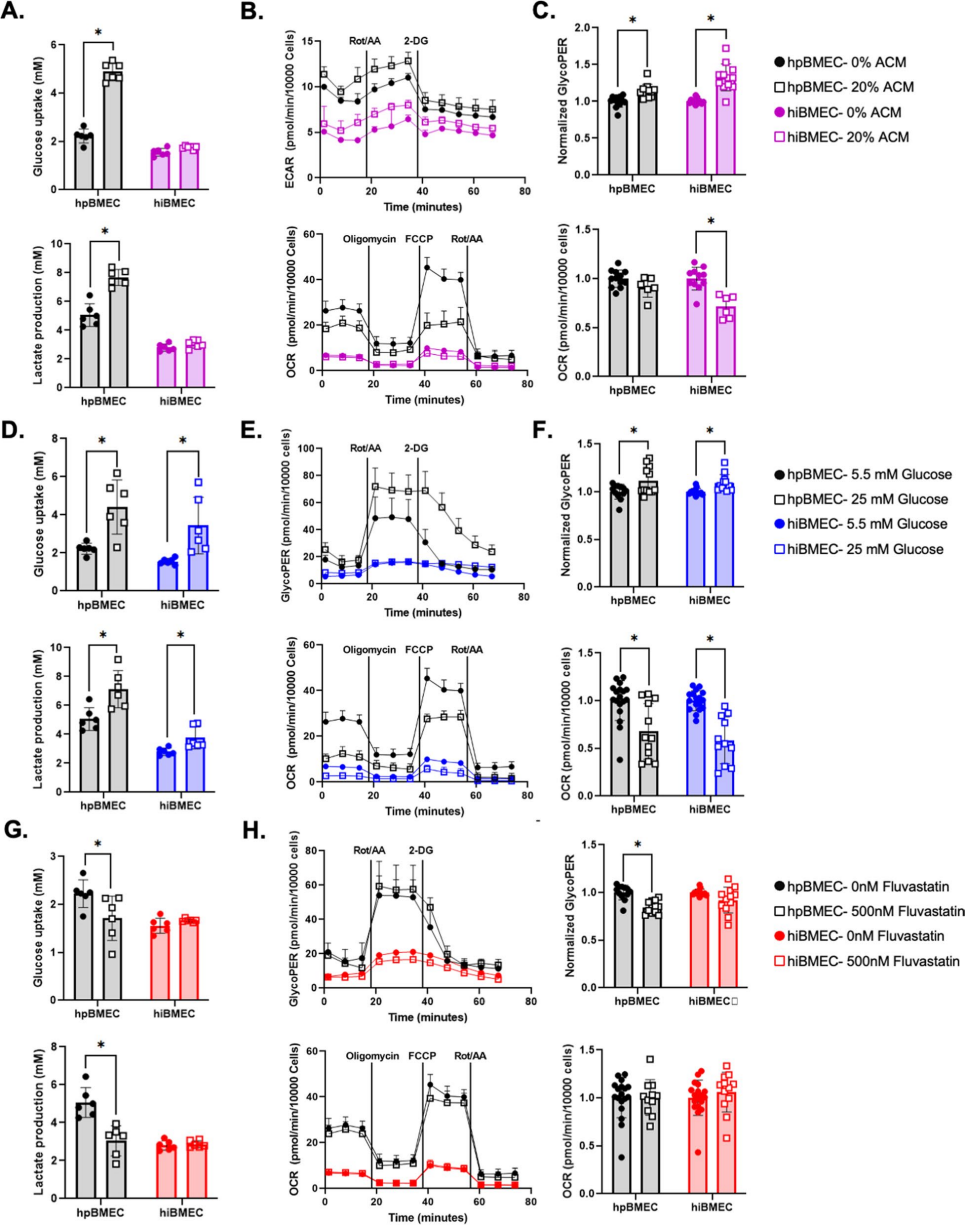
hpBMEC and hiBMEC had similar glycolytic responses to ACM and high glucose, but not fluvastatin. Glucose uptake and lactate production of hpBMEC compared to hiBMEC following a 24-h treatment with **A** 0 or 20% ACM, **D** 5.5 mM or 25 mM glucose, or **G** 0 nM or 500 nM fluvastatin, measured by YSI. n = 6 biological replicates. Seahorse Glycolytic Rate Assay and Mito Stress Test, with analysis of basal GlycoPER and OCR, of hpBMEC compared to hiBMEC following a 24-h treatment with **B**, **C** 0 or 20% ACM, **E**, **F** 5.5 mM or 25 mM glucose, or (H-I) 0 nM or 500 nM fluvastatin. n = 15 biological replicates. *p < 0.05 using a Mann–Whitney test

## Discussion

Cerebral glucose metabolic dysfunction is associated with Alzheimer’s [43], Parkinson’s [44], and motor neuron diseases [45]. While hpBMEC are used to model BMEC glucose metabolism [22], they are expensive and have limited availability. We therefore compared glucose metabolism in hiBMEC, a renewable BMEC source, and hpBMEC to determine if hiBMEC can be used to model BBB glucose metabolism. We now show that hpBMEC have higher overall glycolytic and oxidative metabolism than hiBMEC, that the metabolomes of the two cell types are distinct, and that the cells differently express glycolytic, TCA cycle, and FAO enzymes. However, the metabolomic differences lie primarily in the acylcarnitine pathway. The two cell types have similar glucose:lactate ratios, and the glucose labeled fractions of glycolytic and TCA cycle metabolites are similar between the two cell types. We thus propose that hiBMEC have similar glucose metabolism as hpBMEC.

hpBMEC had higher glycolytic and oxidative metabolic rates compared to hiBMEC, which is interesting given that stem cells generally have high metabolic rates [46]. Recent work by Williams et al. Further suggests that hiBMEC glycolysis decreased with extended culture, which would have increased metabolic differences between the two cell types [47]. The differences between hpBMEC and hiBMEC glycolytic rates could relate to changes in GLUT1 localization, which was diffuse throughout hpBMEC and localized to cell–cell junctions in hiBMEC, or to changes in metabolic enzymes [48, 49]. The higher glycolytic flux in hpBMEC could also impact the way that these cells interact metabolically with other NVU cells. Thus, glucose metabolism together with transport should be compared between hpBMEC and hiBMEC in NVU models that also contain pericytes and astrocytes.

Despite the difference in overall metabolic flux, the two cell types had similar lactate-to-glucose ratios and glucose-labeled fractions. This indicates that glucose taken up by the cells is similarly consumed in glycolysis, its side branch pathways (e.g., polyol and hexosamine biosynthesis), and the TCA cycle. In preliminary experiments, we further determined that immortalized HCMEC/D3 BMEC have similar glycolytic and oxidative metabolism to hpBMEC (data not shown), which agrees with published studies [22]. All three cell types produced more ATP via glycolysis than via the TCA cycle, confirming what had previously been reported only in hpBMEC [22]. Peripheral endothelial cells have consistently been shown to primarily use glycolysis for ATP production, and glycolysis is essential to endothelial cell migration and angiogenesis [50]. The reliance of all these cells on glycolysis for ATP production indicates that they likely share fundamental endothelial metabolic characteristics.

Through hypergeometric analysis, we identified a significant difference in the acylcarnitine pathway between hpBMEC and hiBMEC, with five short-chain acylcarnitines significantly elevated in hiBMEC. Acylcarnitines are synthesized when an acyl group is transferred from a fatty acid or an acyl-CoA to free L-carnitine in reactions catalyzed by CPT1A, CPT1B, carnitine acetyltransferase (CrAT), and carnitine octanoyltransferase (CrOT) [51]. Elevated acylcarnitines in hiBMEC may be a remnant metabolic signature of hiBMEC differentiation, since acylcarnitines promoted cardiac and neuronal differentiation [52, 53]. The acylcarnitine with the highest VIP score, acetylcarnitine, is postulated to reduce mitochondrial acetyl-CoA, which could then promote glucose oxidation. Overall, the acylcarnitine changes, and the fact that several of the enzymes that catalyze acylcarnitine formation (CPT1A and CPT1B) were downregulated in hiBMEC as compared to hpBMEC, suggest that there are differences in mitochondrial FAO between hpBMEC and hiBMEC. Additional studies into the source and impact of elevated acylcarnitines in hiBMEC are needed.

Despite differences in gene expression and protein levels of rate-limiting enzymes for glycolysis (HK, PFK/PFKFB3, PKM), pentose phosphate pathway (PPP; G6PDH), hexosamine biosynthetic pathway (HBP; GFAT), and the TCA cycle (IDH) between hpBMEC and hiBMEC, the glucose-labeled metabolite fractions were similar between the two cell types. It is possible that the different isoforms have conflicting effects, or that the enzymes are regulated at a post-translational level (e.g., by phosphorylation). Based on our RNA-sequencing data, HK1 is the predominant hexokinase isoform in hpBMEC and expressed almost equally with HK2 in hiBMEC. 

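In hiBMEC, HK1 (plus strand of chromosome 10, 69269984 to 69401884 in GENCODE release 29 of GRCh38) had 23.2 ± 0.443 FPKM (SD, n = 3), from 1935 to 2171 fragments per library. HK2 (plus strand of chromosome 2, 74833981 to 74893359) had 21.8 ± 0.714 FPKM (SD, n = 3), from 3311 to 3548 fragments on a longer transcript. The log2 ratio of HK1 to HK2 was 0.05, 0.10 and 0.12 in replicates 1, 2 and 3, with a mean of 0.09 ± 0.03 (SD, n = 3, two-sided exact sign-flip permutation test, p = 0.25, the smallest possible), a 1.06-fold difference. HK1 was higher in 3 of 3 libraries, but the order depended on the transcript taken for each gene. With the transcript of highest mean FPKM the log2 ratio was -0.01, and with the median over each gene's transcripts it was -0.09. HK1 and HK2 made up 51.5% and 48.5% of the summed FPKM of HK1, HK2, HK3 and HKDC1. HK3 and HKDC1 had 0 fragments in each library, which allows up to 3. Citing published HK2 levels in iPSC, the paper proposes that the HK2 level of hiBMEC may come from incomplete differentiation.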

Higher HK1 expression is consistent with previously published data showing HK1 is the predominant isoform in brain homogenates [54]. iPSC, however, have elevated HK2 [55], so the higher HK2 expression in hiBMEC may be an artifact from incomplete differentiation. Indeed, prolonged hiBMEC culture (9 days vs. 2 days past subculture) significantly reduced HK2 [47].

PFKFB3 differences in hpBMEC and hiBMEC were in opposite directions for gene expression (lower in hiBMEC) and protein (higher in hiBMEC). PFKFB3 contains AU-rich elements (ARE), which bind to tristetraproline, a protein that enhances PFKFB3 degradation [56]. 

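Tristetraprolin is encoded by ZFP36, on the plus strand of chromosome 19 from 39406813 to 39409412 in GENCODE release 29 of GRCh38. In hiBMEC, ZFP36 had 2.65 ± 0.0481 FPKM (SD, n = 3), from 98 to 107 fragments per library, at the 15.4 percentile of the genes detected. With the gene counts in place of the deposited FPKM, the percentile was 20.9.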

Our RNA sequencing data indicate that hiBMEC have lower tristetraproline expression compared to hpBMEC, which may decrease PFKFB3 degradation and cause the higher protein levels. Extended BMEC culture decreased PFKFB3 protein [47], suggesting that the lower gene expression does lower PFKFB3 protein over time.

hpBMEC and hiBMEC glucose metabolism increased in similar although not identical ways in response to ACM. ACM was previously shown to increase cerebral endothelial cell glucose uptake by 23% [57], which is similar to what we observed in the increased GlycoPER of both hpBMEC and hiBMEC. While the GlycoPER data agree with the YSI data for the hpBMEC, the hiBMEC did not shown increased glucose uptake by YSI, which could relate to a difference in sensitivity or timescale between the assays. Only hiBMEC had a statistically significant decrease in OCR with ACM. In prior studies, endothelial cells incubated with ACM increased transforming growth factor-β (TGFβ), a cytokine that significantly decreases OCR [58, 59]. Therefore, it is possible that ACM increases hiBMEC TGFβ to decrease OCR.

Hyperglycemia increased glucose uptake, lactate production, and GlycoPER while decreasing OCR in both hpBMEC and hiBMEC. Acute endothelial cell exposure to high glucose increases glycolysis [60] and decreases mitochondrial respiration [61]. Hyperglycemia can lead to enhanced BBB permeability [62], reactive oxygen species production, and apoptosis [63]. These data suggest that hpBMEC and hiBMEC respond similarly to acute hyperglycemia; however, further tests are needed to assess metabolic changes during prolonged hyperglycemia.

In contrast, only hpBMEC but not hiBMEC decreased glycolysis in response to statin treatment. Statins decrease cholesterol production, which could prove therapeutic in restoring BBB function in neurodegenerative diseases associated with dysregulation of cholesterol homeostasis, including Alzheimer’s, Parkinson’s, and Niemann-Pick type C diseases [64]. Our hpBMEC data agree with studies in which statins decrease glycolysis, glycolytic capacity, mitochondrial respiration, and ATP production [65]. Statins may not have decreased glycolysis in hiBMEC due to elevated HMG CoA reductase expression in hiBMEC (Log_2_FC = 2.26). Thus, the physiologic statin dose that we used might have been too low to induce a measurable effect in hiBMEC.

## Limitations

Although our data show similarities between hpBMEC and hiBMEC glucose metabolism, our study is not without limitations. We used hpBMEC as the more physiologically relevant cell source; however, hpBMEC cultured in vitro also may not accurately model in vivo BMEC metabolism [66]. We used hpBMEC from only one donor and hiBMEC derived from only one iPSC line. As a preliminary exploration, we performed RNA-sequencing on hiBMEC derived from DF19-11-T iPSC. We measured metabolic enzyme Log_2_FC values that followed the same trend as the IMR90 hiBMEC (data not shown). We also differentiated the iPSC with a single protocol [23]. Thus, our study does not account for donor-to-donor variability or other differentiation strategies, which may change metabolism [67]. Additionally, all cells were cultured in static culture and on stiff substrates, both of which are known to impact endothelial metabolism [68–70]. Finally, we tested only a single statin dose based on blood statin concentrations from clinical pharmacokinetics studies [71]. However, this dose may not have been the most relevant for BMEC [72].

## Conclusions

While there are essential differences in hpBMEC and hiBMEC glycolytic and oxidative metabolism, metabolomes, and metabolic enzyme levels, this study suggests that hpBMEC and hiBMEC have similar glucose metabolism and respond similarly to extracellular stimuli known to impact glycolytic activity.

## Supplementary Information

**Additional file 1: Figure S1**. hpBMEC have elevated glycolytic and mitochondrial energy production compared to hiBMEC. (A) Seahorse ATP-rate assay calculations of glycolytic and mitochondrial ATP production used to quantify (B) glycolytic:mitochondrial ATP production ratio. (C) Glycolytic capacity quantified as the change between basal ECAR and ECAR following oligomycin treatment. (D). Maximal respiration quantified as the difference between FCCP-stimulated OCR and rotenone/antimycin-A inhibited OCR. (E) Proton leak defined as the difference between oligomycin-inhibited OCR and rotenone/antimycin-A inhibited OCR. (F). Spare capacity calculated as the difference between basal OCR and FCCP-stimulated OCR. (G). The amount of mitochondrial respiration linked to ATP production calculated as the difference between basal OCR and oligomycin-inhibited OCR. n = 12 *p<0.05 with a Mann-Whitney test. **Table S1**. Hypergeometric analysis of metabolites from mass spectrometry. **Table S2**. Glycolytic enzymes and metabolites. **Table S3.** Fatty acid oxidation and tricarboxylic acid cycle enzymes and metabolites.

## Data Availability

hiBMEC datasets generated and analyzed during the current study are available in the GEO repository under GSE211648 and were compared to hpBMEC under GSE138025 [24].

# Supplementary material for: Induced pluripotent stem cell-derived cells model brain microvascular endothelial cell glucose metabolism
**Source:** Fluids Barriers CNS. 2022 Dec 9;19:98. doi: 10.1186/s12987-022-00395-z
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. hpBMEC have elevated glycolytic and mitochondrial energy production compared to hiBMEC. (A) Seahorse ATP-rate assay calculations of glycolytic and mitochondrial ATP production used to quantify (B) glycolytic:mitochondrial ATP production ratio. (C) Glycolytic capacity quantified as the change between basal ECAR and ECAR following oligomycin treatment. (D). Maximal respiration quantified as the difference between FCCP-stimulated OCR and rotenone/antimycin-A inhibited OCR. (E) Proton leak defined as the difference between oligomycin-inhibited OCR and rotenone/antimycin-A inhibited OCR. (F). Spare capacity calculated as the difference between basal OCR and FCCP-stimulated OCR. (G). The amount of mitochondrial respiration linked to ATP production calculated as the difference between basal OCR and oligomycin-inhibited OCR. n = 12 *p<0.05 with a Mann-Whitney test. Table S1. Hypergeometric analysis of metabolites from mass spectrometry. Table S2. Glycolytic enzymes and metabolites. Table S3. Fatty acid oxidation and tricarboxylic acid cycle enzymes and metabolites.

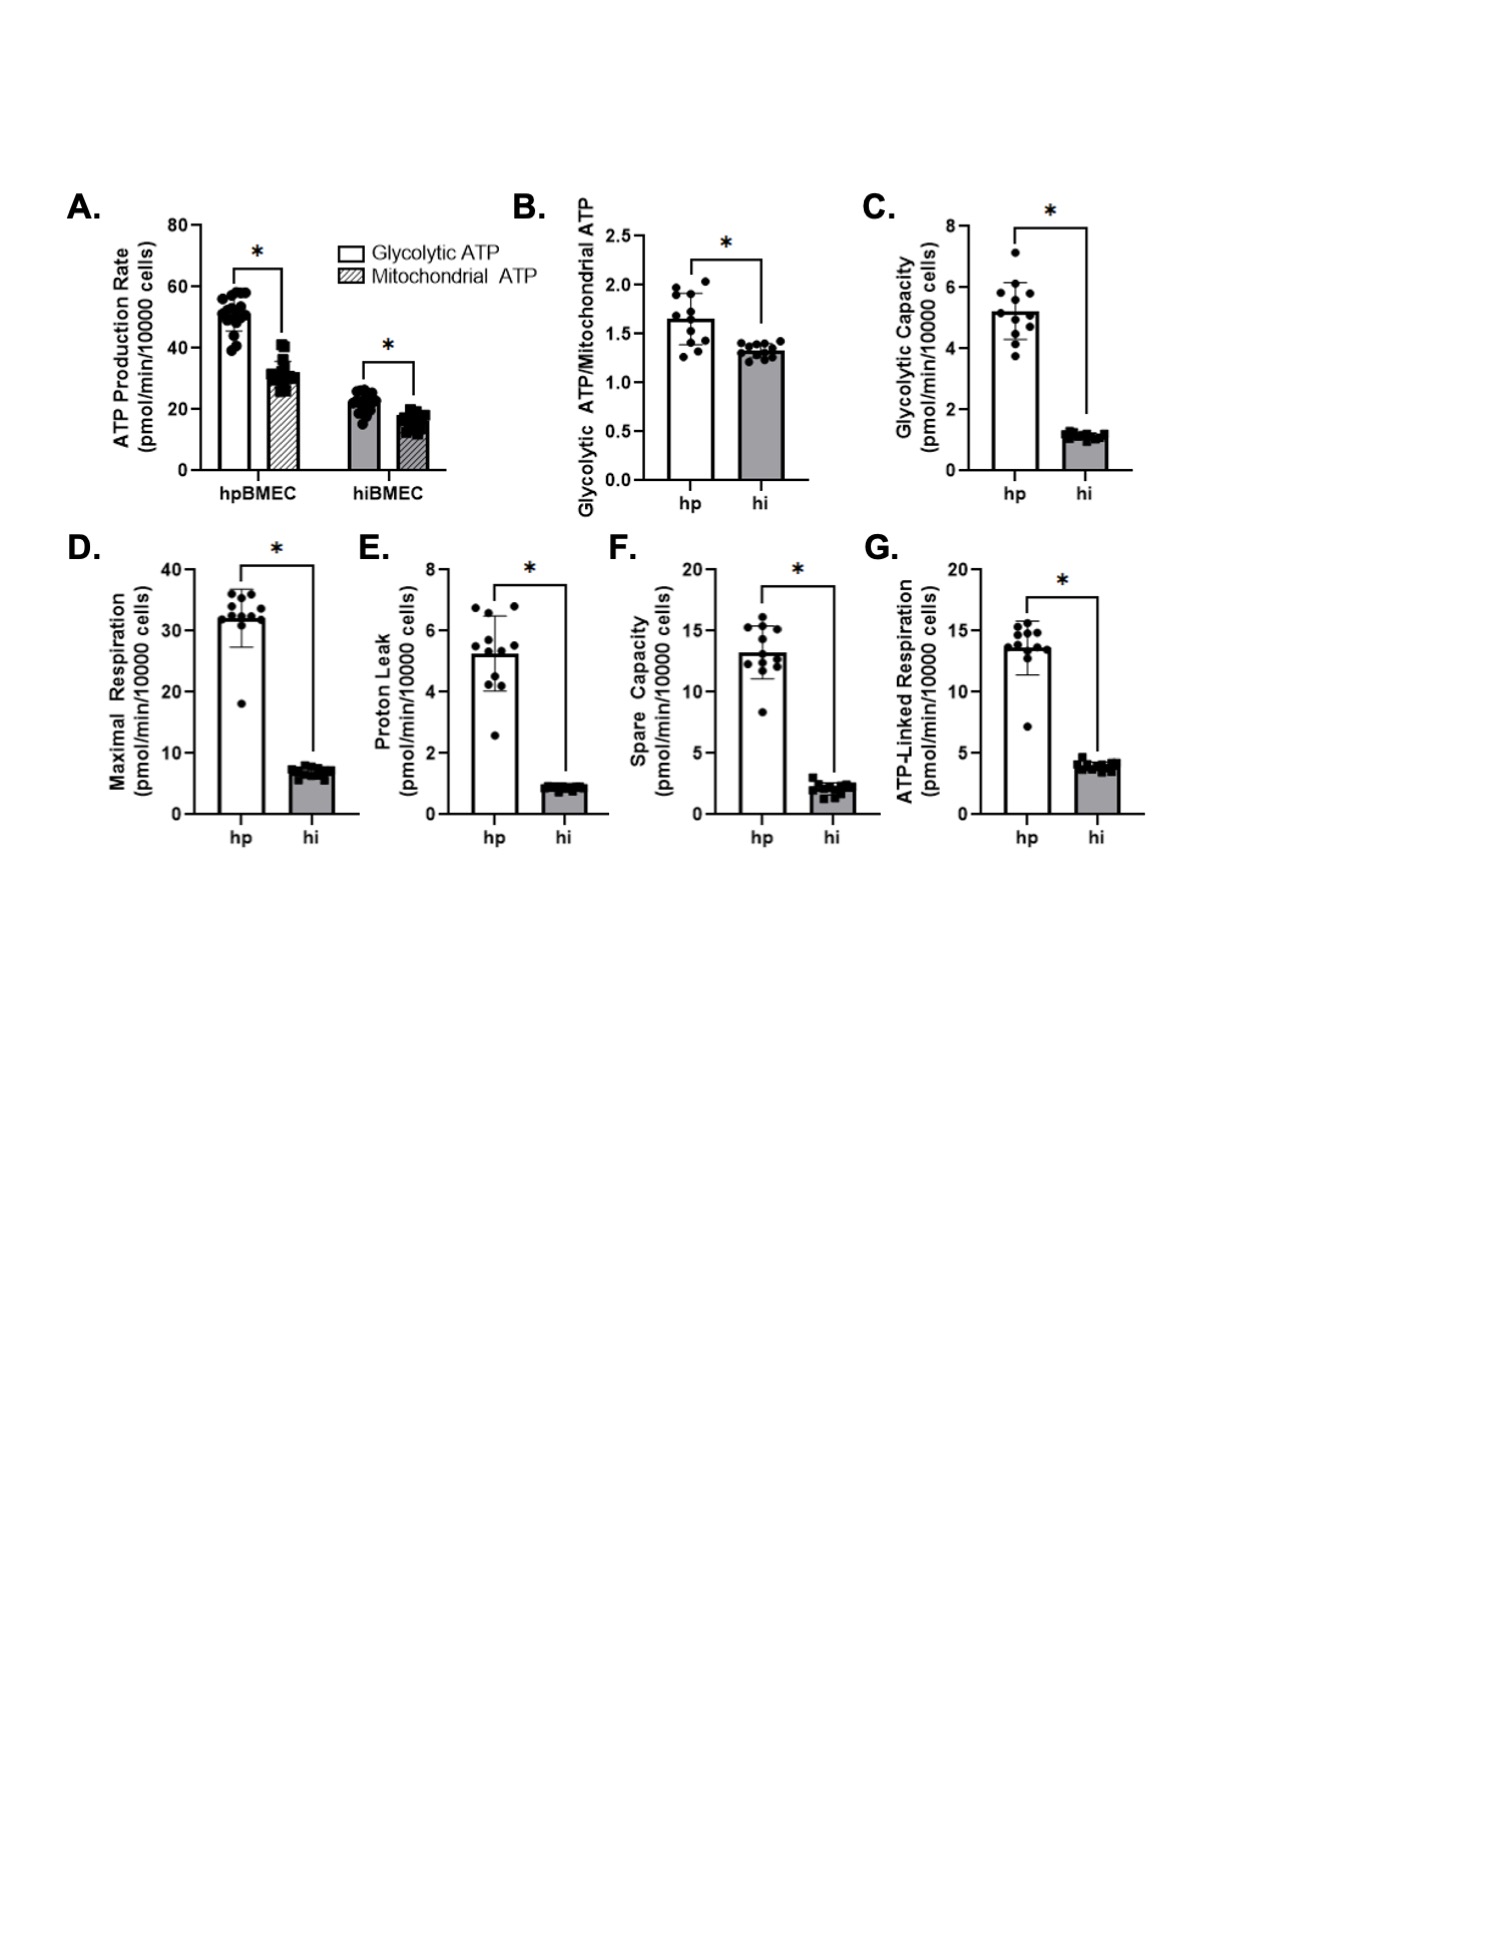

**Additional file Figure 1. hpBMEC have elevated glycolytic and mitochondrial energy production compared to hiBMEC.** (A) Seahorse ATP-rate assay calculations of glycolytic and mitochondrial ATP production used to quantify (B) glycolytic:mitochondrial ATP production ratio. (C) Glycolytic capacity quantified as the change between basal ECAR and ECAR following oligomycin treatment. (D). Maximal respiration quantified as the difference between FCCP-stimulated OCR and rotenone/antimycin-A inhibited OCR. (E) Proton leak defined as the difference between oligomycin-inhibited OCR and rotenone/antimycin-A inhibited OCR. (F). Spare capacity calculated as the difference between basal OCR and FCCP-stimulated OCR. (G). The amount of mitochondrial respiration linked to ATP production calculated as the difference between basal OCR and oligomycin-inhibited OCR. n = 12 *p<0.05 with a Mann-Whitney test.

**Additional file Table 1. Hypergeometric analysis of metabolites from mass spectrometry.**

| Reaction ID | # of differentially expressed metabolites | # of total metabolites in pathway | % of different metabolites | p-value |
| --- | --- | --- | --- | --- |
| Amino acids | 2 | 16 | 0.13 | 0.28 |
| Arginine and proline metabolism | 1 | 7 | 0.14 | 0.40 |
| Carnitine and fatty acid metabolism | 5 | 11 | 0.45 | 0.01 |
| Gamma-glutamyls | 1 | 5 | 0.20 | 0.41 |
| Glycerophospholipid biosynthesis | 2 | 6 | 0.33 | 0.19 |
| Glycolysis | 1 | 6 | 0.17 | 0.41 |
| Nucleotides | 4 | 26 | 0.15 | 0.23 |
| Other sugars | 1 | 4 | 0.25 | 0.39 |
| Phosphates | 1 | 1 | 1.00 | 0.16 |
| Serine biosynthesis and one-carbon metabolism | 1 | 4 | 0.25 | 0.39 |
| Sulfur metabolism | 3 | 8 | 0.38 | 0.09 |
| Urea cycle | 2 | 2 | 1.00 | 0.02 |

**Additional file Table 2. Glycolytic enzymes and metabolites.**

| Abbreviation | Full name |
| --- | --- |
| GLUT1 | Glucose transporter 1 |
| HK1 | Hexokinase 1 |
| HK2 | Hexokinase 2 |
| G6PDH | Glucose-6-phosphate-dehydrogenase |
| GPI | Glucose-6-phosphate isomerase |
| PFKFB3 | 6-phosphofructo-2-kinase/fructose-2,6-biophsphatase 3 |
| PFKL | Phosphofructokinase, liver type |
| PFKM | Phosphofructokinase, muscle type |
| PFKP | Phosphofructokinase, platelet type |
| ALDOA | Aldolase, Fructose-biphosphate A |
| GAPDH | Glyceraldehyde-3-phosphate dehydrogenase |
| PGK | Phosphoglycerate kinase |
| PGM | Phosphoglycerate mutase |
| ENO1 | Alpha-enolase |
| PKM | Pyruvate kinase |
| LDHA | Lactate dehydrogenase A |
| LDHB | Lactate dehydrogenase B |
| GLC | Glucose |
| G6P | Glucose-6 phosphate |
| G1P | Glucose 1-phosphate |
| F6P | Fructose-6 phosphate |
| PYR | Pyruvate |
| LAC | Lactate |
| R5P | Ribose 5-phosphate |
| UDPG | UDP-glucose |
| UACGAM | UDP-N-acetyl-D-glucosamine |

**Additional file Table 3. Fatty acid oxidation and tricarboxylic acid cycle enzymes and metabolites.**

| Abbreviation | Full name |
| --- | --- |
| FABP3 | Fatty acid binding protein 3 |
| FABP4 | Fatty acid binding protein 4 |
| FABP5 | Fatty acid binding protein 5 |
| CPT1A | Carnitine palmitoyltransferase 1A |
| CPT1B | Carnitine palmitoyltransferase 1B |
| CPT1C | Carnitine palmitoyltransferase 1C |
| CPT2 | Carnitine palmitoyltransferase 2 |
| ACADS | Acyl-CoA dehydrogenase short chain |
| ACADM | Acyl-CoA dehydrogenase medium chain |
| ACADVL | Acyl-CoA dehydrogenase very long chain |
| HADHA | Hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit alpha |
| HADHB | Hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit beta |
| ACAA1 | Acetyl-CoA acyltransferase 1 |
| ACAA2 | Acetyl-CoA acyltransferase 2 |
| ACLY | ATP citrate lyase |
| CS | Citrate synthase |
| ACO1 | Aconitase 1 |
| ACO2 | Aconitase 2 |
| IDH1 | Isocitrate dehydrogenase 1 |
| IDH2 | Isocitrate dehydrogenase 2 |
| IDH3A | Isocitrate dehydrogenase 3 [NAD] subunit alpha |
| IDH3B | Isocitrate dehydrogenase 3 [NAD] subunit beta |
| IDH3G | Isocitrate dehydrogenase 3 [NAD] subunit gamma |
| OGDH | Oxoglutarate dehydrogenase |
| DLD | Dihydrolipoamide dehydrogenase |
| DLST | Dihydrolipoamide S-succinyltransferase |
| SUCLA2 | Succinate-CoA ligase ADP-forming subunit beta |
| SUCLG1 | Succinate-CoA ligase GDP/ADP-forming subunit alpha |
| SUCLG2 | Succinate-CoA ligase GDP/ADP-forming subunit beta |
| SDHA | Succinate dehydrogenase complex flavoprotein subunit A |
| SDHB | Succinate dehydrogenase complex flavoprotein subunit B |
| SDHC | Succinate dehydrogenase complex flavoprotein subunit C |
| SDHD | Succinate dehydrogenase complex flavoprotein subunit D |
| FH | Fumarate hydratase |
| MDH1 | Malate dehydrogenase 1 |
| MDH2 | Malate dehydrogenase 2 |
| CIT | Citrate |
| GLT | Glutamate |
| SUCC | Succinate |
| MAL | Malate |
| ASP | Aspartate |

How the deposited data were processed for this re-analysis (not part of the article)

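RNA was measured in 3 libraries of hiBMEC differentiated from IMR90-iPSC, which the paper describes as biological replicates. The sample labels give the cell type as iPSC and the treatment as BMEC differentiation, and their titles call the samples controls. The libraries were taken as hiBMEC from the treatment label and the paper. They form a single group. The hpBMEC arm of the comparison was not analysed here, so the paper's fold changes could not be set against values computed here.

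The authors trimmed the reads, mapped them to the human genome and converted them to FPKM in Galaxy. The deposited FPKM tables give 1 value for each of 159322 transcript rows. The deposited count tables give raw counts for 59471 gene symbols, and their header names HISAT2 alignments. The paper's text names no genome build, tool version or transcript set. Of the gene symbols, 54564 are in GENCODE release 29 for GRCh38, and they include genes of a scaffold that GRCh38 added, so coordinates are given from that release.

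In 100% of the 134907 transcript rows above 0 in the FPKM tables, a whole transcript length and whole numbers of fragments were recovered, with totals of 20668441, 23371866 and 23137442 fragments per library. On simulated data this step returned the true length in 2024 of 2185 rows, a score that left out rows with few fragments in any library. The others of the 2185 came out as the true length divided by a common factor. In the real tables, 2795 rows were multiplied back to within 5% of an annotated length. The accuracy of this step for rows with few fragments is not given here. The transcript names of replicate 3 lack their last 2 characters and were joined by row after each shortened name was checked. Transcripts were matched to gene symbols through the RefSeq gene table for 63.2% of rows, 98.5% of those for curated messenger RNAs, which gave 33373 genes. A gene's value is the row of its longest transcript among rows above 0 in any library, because lengths were recovered only for those rows.

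The text names genes by a rule set before the data were examined. It covers the genes of Fig. 4A and Fig. 5A, the genes the Discussion names, their families, lists of endothelial, epithelial, pluripotency and barrier genes, and the 5 genes with the largest share of gene counts. CHKB, CHKB-CPT1B and DDX39B fall outside this rule and were chosen after their values were seen. Some genes covered by the rule are not reported here by themselves, and counts and medians over whole sets include them.

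The biological coefficient of variation was the square root of edgeR's common dispersion with TMM normalization on the 18212 genes kept by its expression filter. Tested on simulated counts with a true value of 0.1, it gave 0.0999 over 18930 genes. When 200 genes were also raised 4-fold in 1 simulated library it gave 0.141, since in a single group such changes count as variation. Both simulations drew counts independently, while the real counts tally the mates of a pair separately. They therefore do not show how much of the real value is counting noise. Ratios between genes used an exact sign-flip permutation test. Lists of genes were compared by the median of log2(mean FPKM + 0.1) with a two-sided permutation test of 100000 resamples, adjusted over 3 comparisons by the Benjamini-Hochberg method. Genes are not independent replicates, so these tests describe these libraries. In 200 simulated pairs of lists of 16 genes, 4.5% gave a p-value under 0.05 without a shift and 100% with a log2 shift of 5. The unshifted lists were drawn from all genes and the shifted ones only from expressed genes. The 100% therefore does not cover smaller differences, lists of other sizes or lists with genes near 0.

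The gene counts were also turned into FPKM on the longest transcript's length. For the median of 12589 detected genes this gave 1.47 times the deposited FPKM, because the totals and the counting of mates differ. Counting treated overlapping genes differently. Among 9773 protein-coding genes with at least 600 fragments over the 3 libraries, fewer than 1 count per fragment was found for 3.4% of those with no annotated overlap, 84.0% of those with at least 25% of their exon length shared on the same strand, and 42.4% of the 342 genes with at least 25% overlapped, on the opposite strand only.

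Alternatives were the transcript with the highest mean FPKM, the median over a gene's transcripts, the gene counts (also scaled by TMM or DESeq2 size factors), pseudocounts of 0.1 and 1, other FPKM limits, and leaving out each replicate. Reading PGM as PGM1 alone or PGAM1 alone, and adding the genes that the Discussion gives a direction for, were settings chosen after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 were used.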

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

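The comparisons of gene lists were set before the data were examined. Except for the genes near POU5F1, the tests of explanations in this part were chosen after the values were seen. For the genes near POU5F1 a prediction was written before their levels were seen. Their comparison with all protein-coding genes was added afterwards. With 3 libraries of a single group, outlying samples were not tested for, and the libraries analysed here hold no contrast of conditions, so no biological explanation was tested against one.

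SLC2A3, which encodes the glucose transporter GLUT3 and on which the paper does not report, had 759 ± 51.1 FPKM (SD, n = 3) in hiBMEC, 5.80 times the level of SLC2A1 and between 5.45 and 6.11 times in single libraries. No mitochondrial gene had a count in the gene counts, so a rank there leaves those genes out. Among EEF1A1 at 1.03%, ACTB at 0.361%, ACTG1 at 0.351% and EEF2 at 0.291%, SLC2A3 had the second largest share of these counts, 0.415%. Reads shared with its paralog SLC2A14, at 31.6 FPKM, could raise it, but after all SLC2A14 fragments were taken away SLC2A3 was still 5.55 times SLC2A1. In the gene counts the fold was 5.49, which argues against the transcript counting as the cause. The paper's text gives no GLUT3 protein level.

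All 16 genes of the epithelial list were above 3 fragments in every library, with a median of 70.9 FPKM and a range from 14.3 for ESRP2 to 712 for KRT8. EPCAM had 291 ± 14.4 FPKM, CLDN6 had 387 ± 14.7 FPKM and CDH1 had 140 ± 5.33 FPKM (SD, n = 3 for each). The median of the 16 endothelial genes was 0.0769 FPKM, and 5 of them were at or under 3 fragments in every library, with PECAM1 at 0 fragments, which allows up to 3. TEK had 2.62 ± 0.248 FPKM (SD, n = 3). The medians differed by 8.67 on the log2 scale (SD 0.04 over libraries, permutation test across genes, p = 2e-05, adjusted p = 6e-05, where 1e-05 is the smallest possible). A minority of epithelial cells in a mainly endothelial culture would leave the endothelial genes abundant, but 13 of 16 had a mean FPKM under 1. In the gene counts the medians differed by 8.63, which argues against the transcript counting. The values are consistent with an epithelial-like RNA profile of these hiBMEC cultures, as a hypothesis. The levels of these genes in hpBMEC and in undifferentiated IMR90-iPSC were not analysed here. The list therefore cannot separate an epithelial-like profile from one kept from the iPSC.

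Of the 10 pluripotency genes, 6 were above 3 fragments in every library. LIN28A had 81.6 ± 0.627 FPKM (SD, n = 3), and L1TD1, DPPA4, ZFP42 and DNMT3B had 11.7, 14.4, 11.6 and 17.4 FPKM. The other 5 genes had a mean FPKM under 1: POU5F1, NANOG, TDGF1, GDF3 and VRTN. The list median lay 3.84 above the endothelial median on the log2 scale (SD 0.11, permutation test across genes, p = 0.0065, adjusted p = 0.0097). It fell in the gap between NANOG at 0.439 FPKM and ZFP42 at 11.6 FPKM, so it describes no single gene of the list. Carry-over of undifferentiated iPSC could raise LIN28A, but cannot be told apart from expression in differentiated cells, because the levels of these 10 genes in undifferentiated IMR90-iPSC were not analysed here. Reads of POU5F1, at 0.033 FPKM, NANOG and TDGF1 may have been lost to pseudogenes, and no value separates this from low RNA. Loss of POU5F1 reads to alternative haplotype copies of its region could not be excluded either. Within 1000000 bp, 40.2% of 92 protein-coding genes had a mean FPKM of at least 1 against 62.5% of 18385 protein-coding genes overall, with DDX39B the highest at 34.2 FPKM, and these genes may differ in expression for other reasons.

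ZFP36L1 and ZFP36L2, paralogs of ZFP36 on which the paper does not report, had 50.8 ± 0.967 and 38.5 ± 1.33 FPKM (SD, n = 3 for both). ZFP36L1 was 19.2 times ZFP36, and the 3 genes made up 55.3%, 41.8% and 2.89% of their summed FPKM. In the gene counts the lower of the paralogs was still 11.4 times ZFP36, which argues against the transcript counting as the cause.

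Mitochondrially encoded transcripts took 4.06%, 4.36% and 4.90% of the fragments in replicates 1, 2 and 3 of the FPKM tables, a mean of 4.44%. In the gene counts, 0 of the 37 mitochondrial genes had a count in any library. Whether the gene counting left the mitochondrial chromosome out cannot be told apart from another loss of these reads, because this count of 0 is the value that raised the question.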

How the results depend on the processing

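No paired analysis was possible because all 3 libraries belong to a single group. A sign-flip test of 3 libraries cannot reach a p-value under 0.25, so the log2 ratios are compared by value.

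Replacing the deposited FPKM with the gene counts changed the most ratios. LDHB to LDHA went from 3.13 to -2.13 and CPT1B to CPT1A from 4.26 to -0.20. HK1 to HK2 moved from 0.09 to 0.17, PFKL to PFKP from 1.35 to 1.44, and IDH1 to IDH3A from 3.88 to 4.61. The percentile of ZFP36 rose from 15.4 to 20.9. For CPT1B, shared exons are weighed under the other observations. LDHB, with 33.4% of its exon length overlapping another gene on the same strand, belongs to the same group of overlapping genes. In that group 84.0% had fewer than 1 count per fragment, against 3.4% of genes with no overlap. LDHB was not tested by itself, and the cause of the remaining moves was not tested.

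Taking the transcript with the highest mean FPKM reversed HK1 to HK2, to -0.015, and the median over transcripts also reversed it, to -0.093, so the order of the 2 genes is not settled. The highest transcript moved CPT1B to CPT1A to 4.41 and the ZFP36 percentile to 14.2, and the median over transcripts moved the ZFP36 percentile to 15.0. The cause was not tested.

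A pseudocount of 0.1 moved CPT1B to CPT1A to 4.04. A pseudocount of 1 moved it to 2.91, PFKL to PFKP to 1.29 and IDH1 to IDH3A to 3.62, because a pseudocount shrinks the ratio of a low gene. Among all genes rather than the genes detected, the percentile of ZFP36 was 67.0. Raising the detection limit from 1 to 5 FPKM left 8287 of 13005 genes.

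The medians of the Fig. 4A and Fig. 5A genes the paper reports as higher and lower in hiBMEC differed by 1.42 on the log2 scale, with a permutation p of 0.052. With the highest transcript the difference was 1.46 (permutation p = 0.035). Across the 3 fits that each left out a replicate it ran from 1.40 to 1.44, and without replicate 2 the permutation p was 0.049. The difference fell to 0.89 (permutation p = 0.27) with the gene counts and 0.92 (permutation p = 0.30) with only genes of mean FPKM at least 0.1. Of the settings chosen after seeing the data, PGM read as PGAM1 alone gave 1.53 (permutation p = 0.024), PGM1 alone 1.31 (permutation p = 0.089), and the genes the Discussion gives a direction for, added to the lists, 2.03 (permutation p = 0.0065). Over the alternatives the p ran from 0.0065 to 0.30. The percentile of ZFP36 ran from 16.3 to 16.8 across the fits that each left out a replicate, because more genes pass the limit in 2 libraries than in 3.

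The epithelial and pluripotency lists stayed above the endothelial list with a p under 0.05 in every alternative run. Their log2 differences ran from 6.06 to 8.93 and from 1.98 to 5.63. The Fig. 4A and Fig. 5A counts stayed within 18 to 19 and 30 to 34 genes, and the biological coefficient of variation within 0.0810 to 0.102. Of the FPKM of 86 single genes, 41 moved by more than the SD with the highest transcript and 29 with the median over transcripts. The gene counts gave 1.47 times the deposited FPKM for the median gene, so moves of single genes there include that factor and are not counted. FABP3 rose from 0.612 FPKM to 2.01 with the highest transcript, 1.97 with the median over transcripts and 2.12 with the gene counts. CPT1A, with 58 to 78 fragments per library, is limited by depth.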

Other observations

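The tests of CPT1B in this part were chosen after the values were seen, and the comparison of genes by the direction the paper reports was set beforehand.

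CPT1B gave 4.59% of the gene counts that its fragments in the FPKM tables would give if both mates were counted, CHKB gave 3.17%, CHKB-CPT1B gave 0.383% and CPT1A gave 101%. A candidate explanation is that reads on exons shared with an overlapping gene were left out of the gene counts. Among 413 protein-coding genes with at least 25% of their exon length shared on the same strand, 84.0% had fewer than 1 count per fragment, against 3.4% of 4780 genes with no overlap. The annotated overlap of CPT1B is 66.4%, so the overlap in this release alone leaves part of its loss open. Whether CPT1B fragments come from CPT1B itself or from read-through transcripts of CHKB cannot be told apart, because the 33 gene counts of CHKB-CPT1B over the 3 libraries do not show which transcript the shared exons came from. CHKB had 21.1 ± 1.30 FPKM (SD, n = 3).

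The paper's Log2FC values and the hiBMEC levels together imply hpBMEC levels, which were not measured here. For CPT1B, the paper's 8.44 and 10.8 FPKM in hiBMEC imply 0.0311 FPKM in hpBMEC, equal to 1.90 fragments at the depth of hiBMEC replicate 1. For CPT1A, the paper's -5.83 and 0.564 FPKM imply 32.1 FPKM. These values assume that the paper used the same transcript row for each gene.

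As a hypothesis, genes the paper reports as higher in hiBMEC could be the more abundant ones there. Each reported direction comes from a ratio with the hiBMEC level as its numerator, so part of any difference is built in. The permutation p-values do not allow for this. The comparison was limited to the genes of Fig. 4A and Fig. 5A. CPT1B entered as higher, as in the paper's Results, although the paper's Discussion describes it as downregulated. PGM entered as both PGM1 and PGAM1, which gives 20 genes for the 19 reported there as higher. These 20 genes had a median of 27.4 FPKM and the 10 reported there as lower had a median of 10.8 FPKM, a log2 difference of 1.42 (permutation test across genes, p = 0.052, adjusted p = 0.052). With PGM as PGM1 alone the difference was 1.31 (permutation p = 0.089) and as PGAM1 alone 1.53 (permutation p = 0.024). With the genes that the Discussion gives a direction for added to both lists, it was 2.03 (permutation p = 0.0065). These 3 settings were chosen after seeing the data. With the gene counts it was 0.89 (permutation p = 0.27). The outcome depends on these choices, so the hypothesis stays open.

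Of the 14 barrier genes listed before the data were examined, 11 reached an FPKM of at least 1 in every library, with a median of 9.33 FPKM. CLDN5 was the lowest at 0.0448 FPKM. TJP1 and OCLN, which encode ZO-1 and occludin, had 11.3 ± 0.409 and 3.84 ± 0.525 FPKM (SD, n = 3 for both), with 0.309 and 0.286 counts per fragment in the gene counts, so these levels are uncertain.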
